# Understanding pathogen–host interplay by expression profiles of lncRNA and mRNA in the liver of *Echinococcus multilocularis*-infected mice

**DOI:** 10.1371/journal.pntd.0010435

**Published:** 2022-05-31

**Authors:** Xiaofeng Nian, Li Li, Xusheng Ma, Xiurong Li, Wenhui Li, Nianzhang Zhang, John Asekhaen Ohiolei, Le Li, Guodong Dai, Yanhong Liu, Hongbin Yan, Baoquan Fu, Sa Xiao, Wanzhong Jia

## Abstract

Almost all *Echinococcus multilocularis* (*Em*) infections occur in the liver of the intermediate host, causing a lethal zoonotic helminthic disease, alveolar echinococcosis (AE). However, the long non-coding RNAs (lncRNAs) expression profiles of the host and the potential regulatory function of lncRNA during *Em* infection are poorly understood. In this study, the profiles of lncRNAs and mRNAs in the liver of mice at different time points after *Em* infection were explored by microarray. Thirty-one differentially expressed mRNAs (DEMs) and 68 differentially expressed lncRNAs (DELs) were found continuously dysregulated. These DEMs were notably enriched in “antigen processing and presentation”, “Th1 and Th2 cell differentiation” and “Th17 cell differentiation” pathways. The potential predicted function of DELs revealed that most DELs might influence Th17 cell differentiation and TGF-β/Smad pathway of host by *trans*-regulating SMAD3, STAT1, and early growth response (EGR) genes. At 30 days post-infection (dpi), up-regulated DEMs were enriched in Toll-like and RIG-I-like receptor signaling pathways, which were validated by qRT-PCR, Western blotting and downstream cytokines detection. Furthermore, flow cytometric analysis and serum levels of the corresponding cytokines confirmed the changes in cell-mediated immunity in host during *Em* infection that showed Th1 and Th17-type CD4^+^ T-cells were predominant at the early infection stage whereas Th2-type CD4^+^ T-cells were significantly higher at the middle/late stage. Collectively, our study revealed the potential regulatory functions of lncRNAs in modulating host Th cell subsets and provide novel clues in understanding the influence of *Em* infection on host innate and adaptive immune response.

## Author summary

The growth, proliferation and survival of *Echinococcus multilocularis* (*Em*) metacestode within the intermediate host’s liver depend on the complex regulation of host immune responses. Transcriptomic studies will likely help us to shed light on the possible function of regulatory RNA molecules in modulating the host immune response to benefit the parasite survival. As a newly discovered class of regulatory molecules, long non-coding RNAs (lncRNAs) have been shown to play a role in regulating host-pathogen interactions during viral, bacterial, or parasitic infections. Here, we reported the differential expression profiles of lncRNAs and mRNAs in the liver of mice after *Em* infection at different time points. The results of KEGG analysis showed that up-regulated mRNAs at 30 dpi were enriched in Toll-like and RIG-I-like receptor signaling pathways. Differentially expressed lncRNAs during the whole *Em* infection period may affect the differentiation of Th17 cells and TGF-β/Smad pathway of the host by regulating SMAD3, STAT1, and early growth response (EGR). These results provide a new dimension to better understand the immunomodulatory effects of *Em* on the intermediate host’s innate and adaptive immune responses and will aid in the design of new anti-parasitic strategies targeting the host’s non-protein-coding genome.

## Introduction

Alveolar echinococcosis (AE) is an important zoonotic infection caused by the metacestodes (larvae stage) of the tapeworm *Echinococcus multilocularis* (*Em*) [1]. Mortality can reach more than 90% in untreated or poorly treated AE patients after diagnosis within 10 to 15 years [2]. AE results in about 666,434 disability-adjusted life years (DALYs) annually which makes it a major public health threat and among the priority list of neglected tropical disease of the World Health Organization [3,4].

The metacestode of *Em* has a strong organ tropism towards the liver, thus, almost all infections occur in the liver of infected intermediate host [5]. Although humans are not directly involved in the life cycle of the parasite, they can also be infected [6]. In the infected liver, there is a continuous asexual and tumor-like proliferation of the metacestode tissue, inducing an intense local granulomatous infiltration and fibroblasts/myofibroblasts around the parasite, eventually leading to fibrosis and necrosis [7]. The liver is damaged by inflammation reaction, compression and direct invasion, which cause severe complication and hepatic dysfunction [8].

High-throughput methods such as microarray allow us to investigate the comprehensive and systemic analysis of gene expression change during the key organ injury after pathogen infection. Studies of mRNA profiles in the experimental mouse model of AE have shown the consequences of *Em* infection on liver cell metabolism, proliferation and/or death, liver fibrosis, and immune/inflammation response [9,10].

Long non-coding RNAs (lncRNAs) are the RNA transcripts longer than 200 nucleotides that do not encode protein [11]. As a newly discovered class of regulatory molecules, a growing body of literature shows that lncRNA can interact with diverse molecules, including DNA, RNAs, proteins [12] and even signaling receptors [13] to regulate numerous biological processes, such as cell cycle, differentiation, and metabolism, as well as in disease [14,15]. Many studies show that the expression profile of lncRNAs changes in the host during viral, bacterial, or parasitic infection, and that lncRNAs play an important role in regulating host–pathogen interactions, especially in immune modulation [16–19]. *Em* infection causes an immunotolerant status of the host response by modulating host immunity, which benefits long-term parasite survival, proliferation, and maturation [20–23]. This study aimed to uncover the lncRNA expression pattern in the host liver, as well as the potential function of lncRNA in modulating and orchestrating the inflammatory/immune response during *Em* infection. We explored the expression profiles of lncRNAs and mRNAs in the *Em*-infected mouse liver at different time points [2, 4, 8, 15, 30, 60, 90, and 150 days post-infection (dpi)] by microarray. At each time point, a function enrichment analysis of differentially expressed mRNAs (DEMs) was conducted to capture a preliminary and comprehensive overview of gene expression alterations in AE. By constructing lncRNA-mRNA and lncRNA-mRNA-transcription factor co-expression networks, we were able to predict the potential functions of the differentially expressed lncRNAs (DELs), providing a molecular biology basis for further understanding the roles of lncRNAs in host–*Em* interaction. Because we were interested in the immunological response during infection, we performed qRT-PCR, Western blotting, and downstream cytokine measurement to verify the effect of *Em* on two innate immune signaling pathways. Flow cytometric analysis and cytokine level measurement were used to estimate the response of T helper (Th) cells in infected liver. Our findings revealed the potential regulatory functions of lncRNAs in modulating the host Th cell subsets in AE and confirmed the activation of two innate immune signaling pathways by *Em* at 30 dpi, as well as the changes in Th1, Th2 and Th17 responses of the host during *Em* infection.

## Materials and methods

### Ethics statement

Animal experiments were conducted in compliance with the recommendations in the Guide for the Care and Use of Laboratory Animals and were approved by Lanzhou Veterinary Research Institute, Chinese Academy of Agricultural Sciences Ethics Committee (NO. LVRIAEC-2021-012).

### Mice and experimental design

The metacestodes were obtained from BALB/c mice intraperitoneally infected with protoscolices from a naturally infected plateau pika (*Ochotona curzoniae*) in Yushu, Qinghai province, China (S1 Text).

A total of 96 pathogen-free female BALB/c mice weighing around 25 g were purchased from Lanzhou University, Lanzhou, China, and divided randomly into two groups (48 mice each). One group was used as the case (CA), while the other served as the control (Con). They were housed in cages with a 12 h light/dark cycle and provided with food and water *ad libitum* during the entire experimental period. After being normally fed for two weeks, all mice in the CA group were injected intraperitoneally with 100 μl of protoscolex suspension containing about 1,000 *Em* protoscolices, while all mice in the Con group were given the same volume of sterile saline solution using the same surgical procedure. Each group was randomly divided into eight sub-groups (six mice per subgroup in separate cages) corresponding to eight autopsy time points (2, 4, 8, 15, 30, 60, 90 and 150 dpi).

### Sample collection

At 2, 4, 8, 15, 30, 60, 90 and 150 dpi, tail venous blood samples and liver samples were collected from the six animals in CA and Con groups. The blood samples were allowed to clot at room temperature for 30 min, followed by centrifugation at 3,500 rpm for 15 min at 20°C. The serum layer was collected, divided into aliquots and frozen at −80°C until use. In CA mice, samples of the liver were carefully taken from the periparasitic liver tissue (relatively close to the lesion to avoid contamination by *Em* tissue/cells). Control samples were taken from the corresponding liver lobe of Con mice. Then each liver sample was divided into two parts. One part was immediately frozen in liquid nitrogen and the other was used for flow cytometric analysis.

### RNA preparation and microarray

Four liver samples were selected from the six mice in each subgroup (CA and Con) at each autopsy time (2, 4, 8, 15, 30, 60, 90 and 150 dpi) for the detection of lncRNA and mRNA expression profiles. The Agilent Mouse lncRNA Microarray V3 (4*180 K, Design ID: 084388) that contains 43,698 probes for mouse mRNA and 87089 probes for mouse noncoding RNA was used in the assay (S1 Table) and data analysis of the 64 samples was conducted by OE Biotechnology Co., Ltd. (Shanghai, China). Total RNA was obtained using a commercially available kit (mirVana miRNA Isolation Kit, Ambion, AM1561) following the manufacturer’s instruction and quantified by NanoDrop ND-2000 (Thermo Scientific, USA). Agilent Bioanalyzer 2100 (Agilent Technologies, USA) was used to examine RNA integrity. The sample labeling, microarray hybridization and washing were done based on standard protocols according to the manufacturer. Briefly, total RNA was transcribed to double-strand cDNAs, followed by synthesis into cRNAs, and then labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto the microarray. After washing, the scanning of the arrays was achieved by Agilent Scanner G2505C (Agilent Technologies, USA).

### Data pre-processing

Analysis of the array images to get the raw data was conducted by Agilent Feature Extraction software (version10.7.1.1, Agilent Technologies, USA). Genespring (version 14.8, Agilent Technologies, USA) was employed to finish the basic analysis with the raw data. The raw data were normalized with the quantile algorithm. Probes with at least one of two conditions flagged in “P” were chosen for further data analysis.

### DELs and DEMs analyses

LncRNA and mRNA expression levels between the CA and Con groups at each autopsy time point (2, 4, 8, 15, 30, 60, 90 and 150 dpi) were detected. Significant statistical differences were determined by one way ANOVA to identify DELs and DEMs. Then, the lncRNAs and mRNAs with values of *P* < 0.05 as well as |FC | ≥ 2, were filtrated as DELs and DEMs. The expression pattern of DELs and DEMs among groups was shown by a Hierarchical Clustering display. Additionally, according to the position of lncRNA in the genome relative to protein-encoding gene, lncRNA can be divided into four categories, including lincRNAs, antisense lncRNA, sense no exonic lncRNA and exonic lncRNAs generally (http://www.noncode.org/). Based on this, we investigated the biotypes and proportions of the identified DELs at each time point.

### Functional annotation

To provide insight into the biological functions of the differentially expressed genes, gene ontology (GO) classification (http://geneontology.org/) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis (https://www.kegg.jp/) were conducted. All three categories of GO term (biological process, cellular components, and molecular function) were analyzed, with a *p*-value of < 0.05 as the threshold for selecting significantly enriched functional GO terms and KEGG pathways.

### Construction of lncRNA-mRNA co-expression network

Pearson correlation coefficient (PCC) was used to describe the co-expression relationship between lncRNAs and mRNAs. For each lncRNA, we calculated the PCC value of its expression level with the expression level of each mRNA. LncRNA-mRNA pairs with |PCC value| ≥ 0.9 and *P* < 0.05 were filtered while the top five lncRNAs that had the most co-expression relationship with mRNAs were selected to construct the network, which was displayed by Cytoscape 3.7.1 (http://cytoscape.org/).

### *Cis*-and *trans*-regulating target prediction of lncRNAs and construction of TF-lncRNA-mRNA ternary network

For each lncRNA, we identified the mRNAs as “*cis*-regulated mRNAs” when: (1) the mRNAs loci are within a 100 kb window up- or downstream of the given lncRNA, (2) the PCC of lncRNA-mRNA expression is significant (*p*-value of correlation ≤ 0.05) [24]. To further understand the role of lncRNAs in AE, the transcription factor (TF) related to lncRNAs based on the cumulative hypergeometric test was used to construct a co-expression network with DELs. Each lncRNA could correlate with one or more TFs and each pair of lncRNA-TF resulted from some genes enrichment. Then, we introduced the mRNAs that were co-expressed with these lncRNAs and selected the top 10 by *p*-value ranking to construct the network of TF-lncRNA-mRNA [25–27].

### Validation by quantitative real-time PCR (qRT-PCR)

All the six liver samples in each subgroup at each autopsy time were processed and analyzed separately. Total RNA was extracted from each liver sample (about 50 mm^3^) using *mir*Vana miRNA Isolation Kit (Ambion, AM1561). Total RNA (1 mg) was transcribed to cDNA followed by qRT-PCR using PrimeScript RT reagent Kit with gDNA Eraser (Takara Bio Inc., RR047A) in a CFX96 instrument (Bio-Rad, USA). The reaction conditions for the qRT-PCR included an initial denaturation step at 95°C for 30 s, and 40 cycles of 10 s at 95°C and 1 min at 60°C. All experiments were operated in triplicate and β-actin was used for normalization. The relative expression levels were calculated using the 2^-△△CT^ method. The PCR primers used in this study were presented in S2 Table.

### Protein extraction and western blotting (WB)

The total protein from the liver (*n* = 6 in each subgroup) was extracted using a Tissues Total Protein Extraction Kit (Invent, SD001) for WB. Briefly, the proteins were transferred onto PVDF membranes (Bio-Rad, Hercules, CA, USA) and blocked with 5% skim milk in TBST (25 mM Tris-HCl, 125 mM NaCl, 0.1% Tween 20) for 1 h at 37°C. Then, IRAK4, IKKβ, MKK, JNK, NLRX1, or p-NF-κB primary antibody (Abcam, Cambridge, MA, USA) was incubated at 4°C overnight. After washing 5 times with TBST, the membranes were incubated with peroxidase-conjugated secondary antibody (Zhongshan Golden Bridge, Beijing, China) for 1 h. Here, β-actin was used as an internal control.

### Measurement of cytokines and chemokines in Serum

The serum levels of tumor necrosis factor-α (TNF-α), interferon alpha (IFN-α), interferon beta (IFN-β), interleukin-1 beta (IL-1β), interleukin-6 (IL-6), interleukin-12 (IL-12), CXCL10, CCL5, IFN-γ, IL-10, IL-4, IL-17A, IL-5 and CCL3 at 2, 4, 8, 15, 30, 60, 90 and 150 dpi were determined in six blood samples from each subgroup by the LEGENDplex Mouse Anti-Virus Response (13-plex) Panel (Biolegend, 740621) and ELISA according to the manufacturer’s instructions. The data were read on an LSRFortessa (BD Biosciences). IL-4, IL-17A, IL-5 (mouse IL-4/IL-17A/IL-5 ELISA kit, RayBiotech, ELM-IL-4, ELM-IL-17A, ELM-IL-5) and CCL3 (Mouse CCL3/MIP1 alpha AccuSignal ELISA Kit, Rockland, KOA0258) were determined by responding ELISA following the manufacturer’s instructions. The data were read on an ELISA microplate reader (Bio-Rad, USA). The OD (450nm) value minus the background of the plate absorbance was used as the final detection value.

### Flow cytometry

Single cell suspensions were prepared from fresh liver samples (2, 4, 8, 15, 30, 60, 90 and 150 dpi) of each mouse in the infected and control group (six mice per subgroup) using the MACS Liver Dissociation Kit (Miltenyi, 130-105-807) including enzyme treatments according to manufacturer’s protocol with the gentleMACS Octo Dissociator (Miltenyi Biotec, Germany). The suspension was filtered through a 70-μm cell strainer and washed in phosphate buffered saline (PBS). Red blood cells were removed with RBC Lysis Buffer (Thermo Fisher, 00–4333). The cell suspension was filtered with a 70-μm cell strainer again and washed prior to staining. Total numbers of cells were determined using TC20 cell counter (Bio-Rad, USA), and the cell concentration was adjusted to 1 × 10^6^ /ml in RPMI-1640. Single cell suspensions were prepared and incubated with 1-Methoxy-2-propylacetate (PMA, Sigma, 529117) (20 ng/ml), iomomycin (1 μg/ml) (Solarbio, 18800) and brefeldin A (10 μg/ml) (Sigma, B5936) at 37°C and 5% CO_2_ for 5 h. All samples were incubated with anti-mouse CD16/32 for Fc block for 15 min at 4°C and were then stained with anti-CD3-PB and anti-CD4-PE antibody for 30 min at 4°C. After the wash with PBS, the cells were fixed with Fixation/Permeabilization Kit (BD Biosciences, 554714) and were then stained with the following mouse-specific monoclonal antibodies for intracellular staining: anti-IFN-γ-PC7, anti- IL-4-APC, anti- IL-17A-PE, or control isotype antibody for 30 min at 4°C, in the dark. All antibodies were purchased from eBioscience (San Diego, CA, USA). Analyses were performed using the CytoFLEX LX 5L19C flow cytometer (Beckman Coulter, USA). Isotype matched antibodies were used as controls and the data were analyzed using FlowJo software (FlowJo10.8.1, Ashland, OR, USA).

### Statistical analysis

Experimental results were analyzed with a two-tailed, unpaired Student’s *t*-test using GraphPad Prism 9. The results were expressed as the mean ± SD. All results were considered statistically significant when p-values were < 0.05 (*P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant).

## Results

### Confirmation of *Em* infection in BALB/c mice and identification of DEMs and DELs

*Em* infection was confirmed in all challenged mice by observing gross pathological lesions and detecting the lesions using the PCR amplification with *Em* specific primers (S2 Table). The infected livers were enlarged, and the surface of the liver lobes was characterized by translucent or whitish alveolar vesicles. Meanwhile, it was confirmed that all CA mice were infected successfully (S1 Fig) and all collected liver samples were not contaminated with *Em* tissue by PCR (S2 Fig). The data of mRNA and lncRNA expression profiles in mouse liver in response to *Em* at eight time points obtained by microarray in this work were deposited in NCBI’s Gene Expression Omnibus and were accessible through GEO Series accession number GSE184297 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184297). 

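Liver RNA of infected (CA) and control (Con) mice was measured on a 1-colour Agilent mouse lncRNA array at 8 time points from 2 to 150 dpi. The deposited table has 64 columns, 4 CA and 4 Con at each time point, and 145616 probes, of which 68 are control probes. Its values are log2 intensities between 1.09 and 20.95, which the authors extracted with Agilent Feature Extraction, normalized with the quantile algorithm in GeneSpring and deposited for all probes, without their filter on detection flags. The columns were compared with each other before any test. Of the 64 columns, 22 repeated another column, 14 after adding a constant, 7 after multiplying by a constant and 1 unchanged, and 21 of the 22 did so at every probe within 0.001 on the log2 scale. Of the repeats, 15 had the group and time point of the column they repeated and 7 had another label. The column of Con replicate 4 at 30 dpi was CA replicate 1 at 30 dpi multiplied by 1.06. The column of Con replicate 3 at 8 dpi was Con replicate 2 at 150 dpi, unchanged, at 99.93% of the probes, and at 97 of the remaining probes the difference lay within 0.001 of a multiple of 0.5 on the log2 scale, up to 5.00 in size. Con replicate 3 at 15 dpi repeated Con replicate 1 at 150 dpi, Con replicate 3 at 30 dpi repeated Con replicate 1 at 2 dpi, and Con replicate 3 at 60 dpi repeated Con replicate 3 at 4 dpi. Con replicate 3 at 90 dpi repeated Con replicate 2 at 2 dpi, and Con replicate 3 at 150 dpi repeated Con replicate 1 at 4 dpi. Each array was counted once, under the label of the column that had the distribution common to the other arrays, which left 42 arrays. These were 3 CA arrays at every time point, 3 Con arrays at 2 and at 4 dpi, and 2 Con arrays at each of the other time points.
S3 and S4 Tables list the values of a group labelled 0 with 3 arrays, which serves there as the control of all 8 time points. Over their 99 probes these values differed from those of Con replicate 3 at 2 dpi, Con replicate 3 at 4 dpi and Con replicate 2 at 60 dpi with an SD of 0.093 to 0.095 on the log2 scale, and from those of the next closest array with an SD of at least 0.392. These 3 arrays are called the shared Con arrays, and comparisons with them are given first. The other 15 Con arrays, replicates 1 and 2 of every time point except replicate 2 at 60 dpi, have no values in these tables. The methods of the paper set CA against Con at each time point, and comparisons with the Con arrays of the same time point, which use all 42 arrays, are given second. Of the 18 Con arrays, 12 stood apart from the other 30 arrays, by the widest gap between arrays in the bright corner control spot. This spot, which holds no sample RNA, read 15.44 ± 0.32 (SD, n = 12) on the log2 scale on the 12 arrays. It read 17.26 ± 0.26 (SD, n = 6) on the other Con arrays and 17.52 ± 0.30 (SD, n = 24) on the CA arrays. The first principal component, with 50.1% of the variance, separated the same 12 arrays. They are all Con arrays of 8 and 15 dpi, replicates 1 and 2 at 2 and 4 dpi, replicate 2 at 30 and 90 dpi, and replicate 1 at 60 and 150 dpi.
The dimmest 25.0% of the probes by mean were left out, and the 109161 others were tested with limma on the log2 values, with Benjamini-Hochberg adjustment within each time point. A probe was called changed at an adjusted p under 0.05 and a change of at least 2-fold. The paper's threshold, p under 0.05 without adjustment and 2-fold from a test of 2 groups with equal variance, is given beside it. The number of arrays limits the precision of every value. Of S1 Table, which annotates the probes, the first 1695 of 145607 lines were used here. They give a gene symbol for 632 probes, type 408 probes as coding and 954 as noncoding, and name only a few of the genes the paper discusses, so that no enrichment of a pathway was tested.

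**Figure D1:**
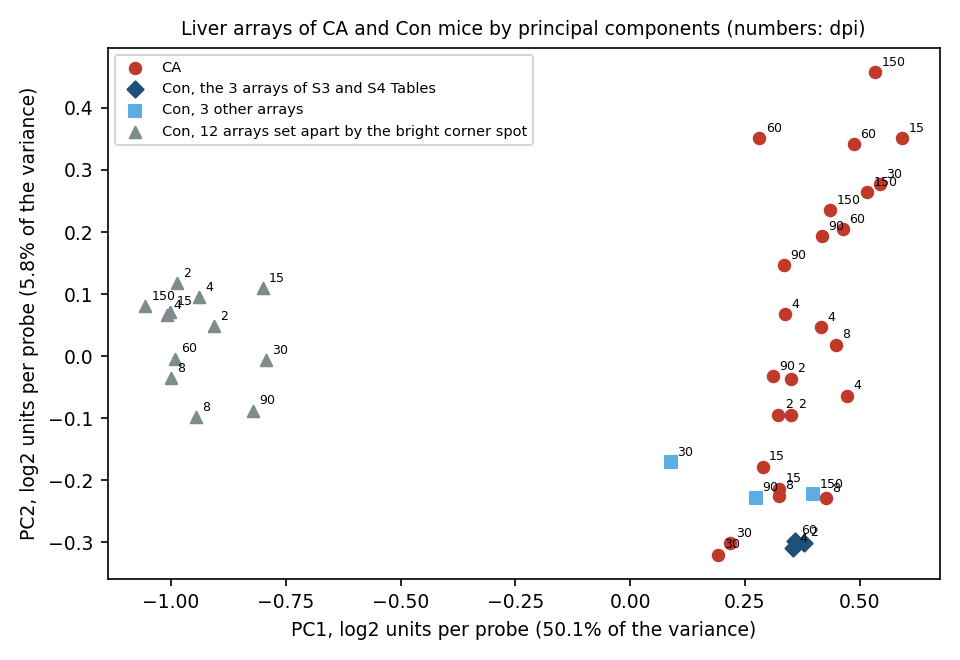
First and second principal component (log2 units per probe) of the log2 values of the 42 distinct arrays, 1 point per array. Colours mark CA, the 3 shared Con arrays, the 3 other Con arrays and the 12 Con arrays that stood apart. The 12 Con arrays that stood apart lie at -0.79 or lower on the first component and the other 30 arrays at 0.09 or higher.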

At each time point, both of CA and Con groups were tested using four biological replicates. The workflow for the transcript analysis was shown in Fig 1A. The mRNAs and lncRNAs with an expression change of more than two-fold (FC ≥ 2) and *P* < 0.05 were selected as differentially expressed candidates. The numbers of DEMs and DELs at each time point were showed in Table 1. 

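Lpin1, which encodes a phosphatidate phosphatase of triglyceride synthesis, fell in CA against the shared Con arrays at 15, 60, 90 and 150 dpi. Its log2 level at 15 dpi was 8.27 ± 0.37 (SD, n = 3) in CA and 10.62 ± 0.67 (SD, n = 3) in the shared Con arrays, and its log2 fold change was -2.35 at 15 dpi, -2.64 at 90 dpi and -2.28 at 150 dpi. Rnf111, an E3 ubiquitin ligase that enhances TGF-β signalling, fell at 4, 15, 90 and 150 dpi, with a log2 fold change of -1.46 at 4 dpi (standard error 0.30, adjusted p = 0.031 from limma) and -1.31 at 15 dpi. Mblac2 fell at 15 dpi with a log2 fold change of -1.38 (standard error 0.30, adjusted p = 0.034 from limma). At 2, 8 and 30 dpi no coding gene with a symbol was called with all CA arrays on 1 side of all shared Con arrays, which chance gives for 10% of genes at 3 arrays against 3.
Over all probes, limma called 34 changed at 2 dpi, 656 at 4 dpi, 139 at 8 dpi, 672 at 15 dpi, 123 at 30 dpi, 5530 at 60 dpi, 1106 at 90 dpi and 5375 at 150 dpi. These counts depended on the arrays used. Either 1 of the shared Con arrays was left out, or the CA replicate of 1 number at all 8 time points together. The counts were then 0 to 792 at 2 dpi, 17 to 937 at 4 dpi, 4 to 157 at 8 dpi, 42 to 1231 at 15 dpi, 0 to 158 at 30 dpi, 311 to 10469 at 60 dpi, 70 to 3363 at 90 dpi and 590 to 6972 at 150 dpi. Against 3 other Con arrays that lay with the CA arrays (replicate 1 at 30 dpi, replicate 1 at 90 dpi and replicate 2 at 150 dpi), Lpin1 had a Con level of 8.43 ± 0.35 (SD, n = 3) and a log2 fold change of -0.16 at 15 dpi. None of the 25 gene results called against the shared Con arrays was called against these 3. Of the 3 shared Con arrays 2 are deposited under the second of 2 extraction protocols and all CA arrays under the first, and with a term for this protocol set, which leaves mainly 1 Con array, none of the 25 was called, while the log2 fold change of Lpin1 at 15 dpi against the shared control was -2.60.
Against the Con arrays of the same time point, Acaa1a, a peroxisomal thiolase of fatty acid oxidation, fell by 4.50 on the log2 scale at 8 dpi (standard error 1.07, adjusted p = 0.0028 from limma, 3 CA and 2 Con arrays) and by 4.33 at 15 dpi. Ppcs, an enzyme of coenzyme A synthesis, fell by 4.41 at 8 dpi. At 2 dpi Sike1, a suppressor of IKKε and TBK1, fell by 2.38 and the autophagy gene Atg5 fell by 2.20. The calls at 2 and 4 dpi rest on the protocol term, which takes up the 1 Con array of each that does not stand apart. Without it the log2 fold change was -1.67 for Sike1 at 2 dpi and -1.56 for Atg5 at 2 dpi, neither of which was called, and limma called 0 probes at 2 dpi and 6 at 4 dpi, with 5825 and 9753 at the paper's threshold without adjustment. Both Con arrays at 8 and 15 dpi, and 2 of the 3 at 2 and 4 dpi, are among the 12 that stood apart, and against the shared Con arrays Acaa1a had a log2 fold change of -0.25 at 8 dpi. Limma called 36935, 42101, 39830 and 36690 probes at 2, 4, 8 and 15 dpi, and 923, 423 and 7417 at 60, 90 and 150 dpi. Leaving out the CA or the Con replicate of 1 number, at all its time points together, gave 14865 to 45353 at the first 4 of these time points, 16 to 41438 at 60 dpi, 0 to 34122 at 90 dpi and 28 to 51538 at 150 dpi. At 30 dpi limma called 0, with 15527 probes at an unadjusted p under 0.05 and 2-fold, 6168 at the paper's threshold, and 3 once the p of that test was adjusted, and 0 to 30651 by limma when replicates were left out in this way.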

For DEMs, the proportions of down-regulated genes were more than 50% (51.5% to 68.3%) at all the time points except for 30 dpi (24.9%). 

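Catalogue probes, the family that holds all 408 probes typed as coding in the part of S1 Table used here, were mostly lower in CA against the shared Con arrays, except at 30 dpi. In that part the family also holds 54 probes typed as noncoding and 119 typed as both, so that it is not purely mRNA. At the paper's threshold 853 of them were higher and 337 lower at 30 dpi, so that 28.3% were lower, while at the other time points the percentage lower lay between 53.4% at 4 dpi and 69.3% at 15 dpi. Among the 359 typed coding probes tested, 6 were higher and 6 lower at 30 dpi, and between 68.2% and 92.3% of the changed ones were lower at the other time points, on 8 to 35 changed probes. By limma, 43 catalogue probes were higher and 24 lower at 30 dpi, and 103 were higher and 132 lower at 4 dpi. Against the 6 Con arrays that did not stand apart, 3 of which are the shared ones, 452 catalogue probes were higher and 168 lower at 30 dpi at the paper's threshold, or 27.1% lower, and against the 3 others of these alone 196 were higher and 171 lower. With the Con arrays of 30 dpi as the control it was the reverse, with 1185 higher and 1464 lower.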

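Custom probes, the family that holds 900 of the 954 probes typed as noncoding in the part of S1 Table used here, were more often lower than higher in CA against the shared Con arrays at all 8 time points. In that part the family also holds 175 probes of circular RNA and 18 typed as both coding and noncoding. At the paper's threshold 1045 were higher and 3527 lower at 60 dpi, or 77.1% lower, and the lowest percentage was 53.8% at 150 dpi, with 2955 higher and 3448 lower. At 30 dpi 343 were higher and 631 lower. Among the 703 typed noncoding probes tested, 45 of the 55 changed at 60 dpi and 40 of the 63 changed at 150 dpi were lower, and the percentage lower was 63.5% to 84.8% over the 8 time points. Limma called 415 custom probes higher and 2182 lower at 60 dpi, and 1115 higher and 1700 lower at 150 dpi. With the Con arrays of the same time point as the control, the percentage lower among changed custom probes was 22.3% at 30 dpi and 52.5% at 60 dpi, the lowest and the highest of the 8 time points. Against the 3 other Con arrays it was 35.8% at 15 dpi and 68.0% at 60 dpi, again the lowest and the highest, and against the 6 Con arrays that did not stand apart 39.6% at 8 dpi and 75.3% at 60 dpi.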

For DELs, there were more down-regulated genes than up-regulated genes at all the time points, with proportions ranging from 58.4% to 83.8%. In general, the expression level of mRNA and lncRNA displayed a similar trend of variation. Compared with the Con groups, the expression patterns of mRNAs and lncRNAs in CA group at each time point were significantly different, see volcano (S3 and S4 Figs) and hierarchical clustering plots (S5 and S6 Figs) of visual representation. These results indicated that *Em* triggers a strong alteration of numerous mRNAs and lncRNAs expression during the infection course. Additionally, there were more DEMs and DELs at 4, 15, 60, 90, and 150 dpi than other time points, which may be indicative of a more vigorous host response at indicated time points.

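At 60 dpi C6, a component of the membrane attack complex of complement, rose in CA against the shared Con arrays with a log2 fold change of 1.78 (standard error 0.42, adjusted p = 0.015 from limma, 3 arrays per group). Lpin1 fell by 3.13, Glt1d1 by 2.80 and Cdk12, a kinase of RNA polymerase II, by 1.64 at the same time point, and LOC102642410 rose by 2.40. Ccnl1, which encodes cyclin L1, fell by 1.81 and Ccdc167 rose by 1.03 at 90 dpi. At 150 dpi Rnf111 fell by 1.87 and Aldh6a1, a mitochondrial dehydrogenase of valine breakdown, by 1.57, while LOC102638083 rose by 1.81, Syndig1l by 1.55 and Tmem217 by 1.25. None of these calls against the shared Con arrays held against the 3 other Con arrays. Against the Con arrays of the same time point, C6 rose by 1.75 (adjusted p = 0.0499 from limma) and Mblac2 fell by 1.39 (adjusted p = 0.046) at 60 dpi, and Aldh6a1 fell by 2.26 (adjusted p = 0.031) at 150 dpi. At both time points 1 of the 2 Con arrays is among the 12 that stood apart, and without the 12 none of these 3 was called, with log2 fold changes of 1.73 for C6 at 60 dpi, -1.14 for Mblac2 at 60 dpi and -1.41 for Aldh6a1 at 150 dpi on 1 Con array.
At the paper's threshold against the shared Con arrays, 7114, 4725, 8321, 6327 and 10858 probes changed at 4, 15, 60, 90 and 150 dpi, and 3546, 3693 and 2164 at 2, 8 and 30 dpi. The same 5 time points had the larger numbers at this threshold against the 3 other Con arrays, with 2491, 2569, 4905, 2485 and 6451 probes against 1954, 2320 and 924, and against the 6 Con arrays that did not stand apart, with 3613 to 10479 against 1083 to 2890. Against the Con arrays of the same time point they did not, with 41626 and 33870 probes at 8 and 15 dpi and 4055 and 4687 at 60 and 90 dpi. The same CA arrays enter each of these comparisons, and the 6 Con arrays include the 3 shared ones, so that the repeated order is not independent. In 20 simulations of unchanged probes with 1 shared set of Con arrays, 1126.4 probes per time point passed this threshold, more than the 924 at 30 dpi. By limma the order with larger numbers at those 5 time points did not hold against the 3 other Con arrays. At an unadjusted p under 0.05 and 2-fold, 5157 probes changed at 8 dpi, more than the 4750 at 4 dpi and 4774 at 90 dpi. The counts at 15, 60 and 150 dpi, 6048, 10309 and 12009, were larger. With adjusted p, limma called 1048 probes at 60 dpi, 261 at 150 dpi and 12 at 8 dpi. It called 6 at 2 and at 90 dpi, 2 at 30 dpi, and 0 at 4 and at 15 dpi. From the larger numbers at 4, 15, 60, 90 and 150 dpi, the paper proposes that the host response was more vigorous at these time points.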

**Fig 1:**
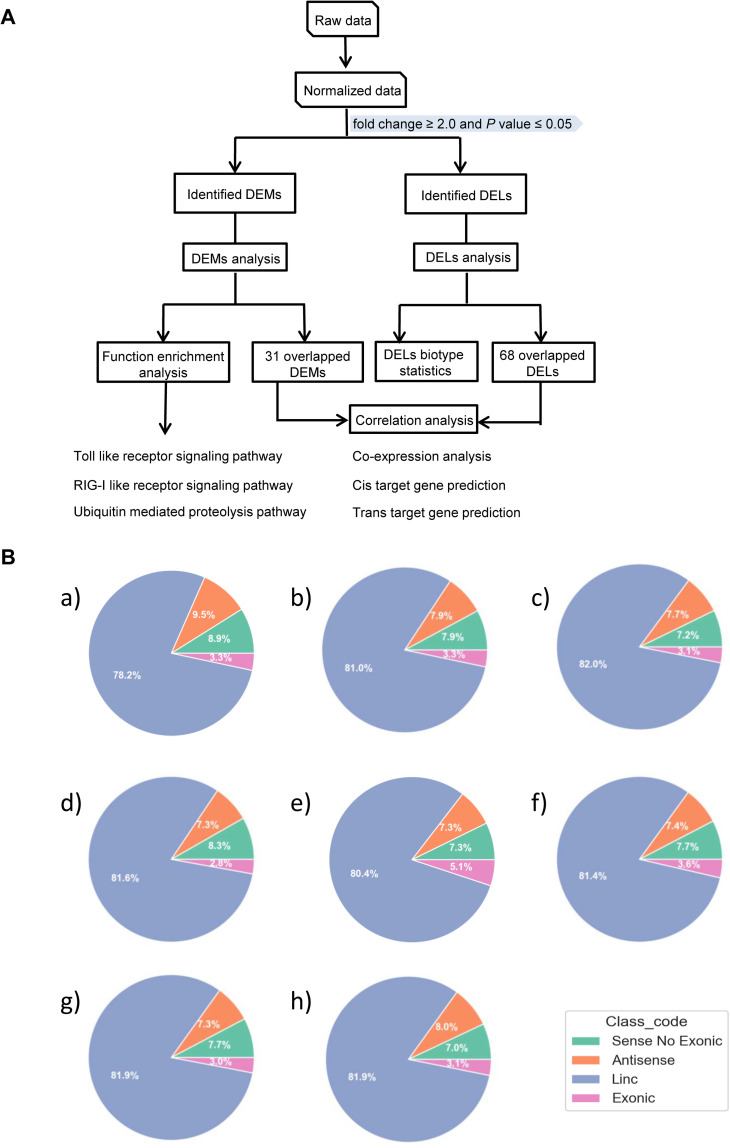
Overview of RNA microarray analysis. A. The workflow for the transcript analysis. B. Pie chart of the biotype of differentially expressed lncRNAs at 2 days post-injection (i), 4 days post-infection (ii), 8 days post-infection (iii), 15 days post-infection (iv), 30 days post-infection (v), 60 days post-infection (vi), 90 days post-infection (vii), and 150 days post-infection (vii) in the liver of *Echinococcus multilocularis*-infected mice. Antisense: which are transcribed from the antisense strand, Linc: which locate between annotated protein-coding genes, Exonic: which are transcribed from the extron of annotated coding genes and only contain one extron, Sense No Exonic: does not belong to the above three classifications.

**Table 1:** Numbers of differentially expressed mRNAs and lncRNAs at eight time points in mouse livers after *Echinococcus multilocularis* infection (*P* < 0.05 and fold Change ≥ 2).

Time point	Differentially expressed mRNAs (DEMs)					Differentially expressed lncRNAs (DELs)				
	up	% of all DEMs	down	% of all DEMs	total	up	% of all DELs	down	% of all DELs	total
2 dpi	230	37	395	63	625	292	21.4	1071	78.6	1363
4 dpi	724	48.5	770	51.5	1494	1182	38.9	1859	61.1	3041
8 dpi	325	42.6	438	57.4	763	491	31.6	1063	68.4	1554
15 dpi	322	31.7	695	68.3	1017	471	24.1	1487	75.9	1955
30 dpi	522	75.1	173	24.9	695	125	24.5	386	75.5	511
60 dpi	938	39.7	1427	60.3	2365	552	16.2	2848	83.8	3400
90 dpi	650	41.7	907	58.3	1557	446	17.5	2097	82.5	2543
150 dpi	1161	43.2	1525	56.8	2686	1864	41.6	2617	58.4	4481

dpi: days post infection; DEMs: differentially expressed mRNAs; DELs: differentially expressed lncRNAs

The biotypes and proportions of the identified DELs at each autopsy time point were investigated. As shown in Fig 1B, we found that biotypes of the DELs and their corresponding ratios at different time points during *Em* infection were almost the same. There were more than 78% DELs were lincRNAs. Antisense lncRNA and sense no exonic lncRNA in the DELs accounted for nearly equal proportion (7–9%), while exonic lncRNAs were fewest (~3%).

### Candidate DEMs and DEL qRT-PCR results validated the microarray data

To validate the DELs/DEMs identified in mouse livers at each autopsy time point by microarray, twenty DEMs and DELs (10 each) randomly selected were verified by qRT-PCR. As shown in Fig 2, the qRT-PCR results of 10 mRNAs (six up-regulated and four down-regulated) and 10 lncRNAs (six up-regulated and four down-regulated) confirmed the microarray data showing similar trends in the up- or down-regulated mRNAs (Fig 2A) and lncRNAs (Fig 2B).

**Fig 2:**
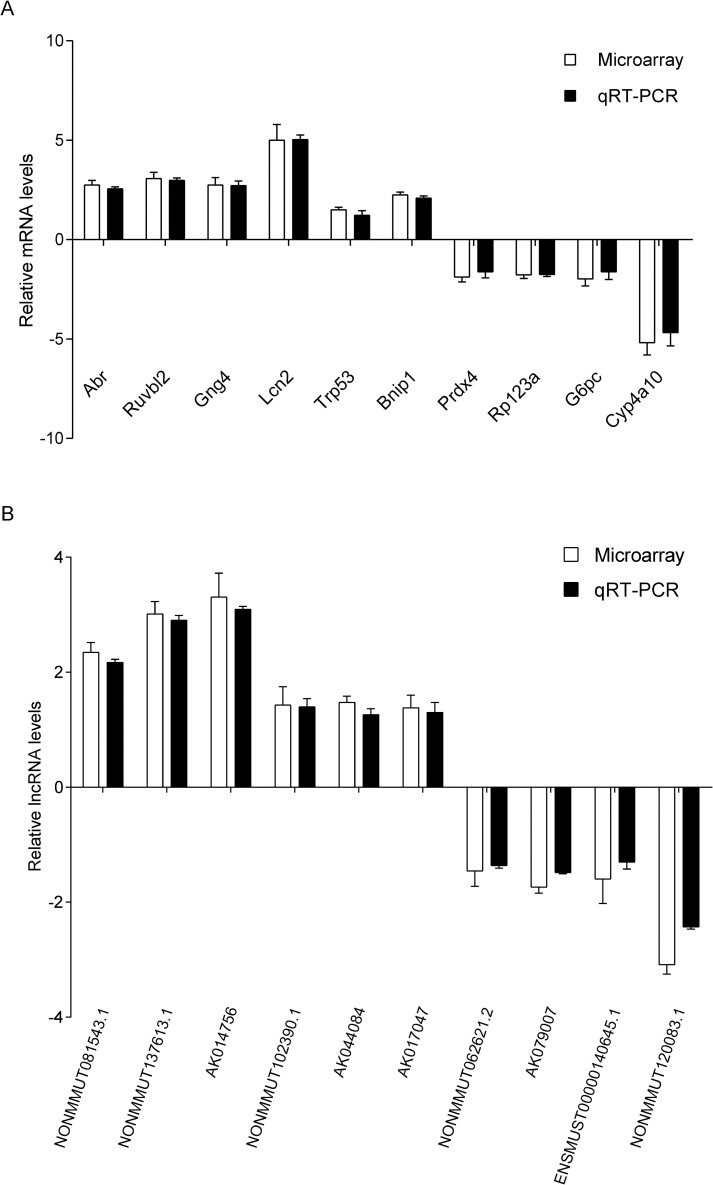
Quantitative real-time PCR (qRT-PCR) validation of 20 randomly selected transcripts at the different eight time points. A. Quantitative real-time PCR (qRT-PCR) results of 10 randomly selected differently expressed mRNA at eight time points. 10 mRNAs: Abr (up-regulated) was selected randomly at 2 days post injection; Ruvbll2 (up-regulated) was selected randomly at 4 days post-infection; Rp123a (down regulated) was selected randomly at 8 days post-infection; Gng4 (up-regulated) and Bnip1 (up-regulated) were selected randomly at 15 days post-infection; Prdx4 (down regulated) and Trp53 (up-regulated) were selected randomly at 30 days post-infection; Lcn2 (up-regulated) was selected randomly at 60 days post-infection; G6pc (down-regulated) was selected randomly at 90 days post-infection; Cyp4a10 (down-regulated) was selected randomly at 150 days post-infection. B. Quantitative real-time PCR (qRT-PCR) results of 10 randomly selected differently expressed lncRNA at eight time points. 10 lncRNAs: AK079007 (down regulated) was selected randomly at 2 days post-injection; NONMMUT137613.1 (up-regulated) was selected randomly at 4 days post-infection; ENSMUST00000140645.1 (down regulated) and AK014756 (up-regulated) were selected randomly at 8 days post-infection; NONMMUT062621.2 (down regulated) was selected randomly at 15 days post-infection; NONMMUT081543.1 (up-regulated) was selected randomly at 30 days post-infection; NONMMUT102390.1 (up-regulated) was selected randomly at 60 days post-infection; AK017047 (up-regulated) and NONMMUT120083.1 (down regulated) were selected randomly at 90 days post-infection; AK044084 (up-regulated) was selected randomly at 150 days post-infection. The data were presented as mean ± standard deviation (*n* = 6) per test in a single experiment repeated three times.

### Functional annotation of the differentially expressed mRNAs and overall gene expression changes in *Em*-infected liver

To have better understanding on the biological roles of differentially expressed mRNAs at each autopsy time point, the up- and down-regulated DEMs were estimated by KEGG pathway analysis. We found that Toll-like (TLRs) and RIG-I-like receptor (RLRs) signaling pathway were significantly enriched by up-regulated DEMs at 30 dpi (Fig 3A). The mRNA expression level of IRAK4, IKKβ, MKK, JNK, and IFN-α were up-regulated in the TLRs signaling pathway (S7 Fig). 

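Of the genes of this pathway that the paper names, Ikbkb, which encodes the kinase IKKβ of the NF-κB pathway, has a probe among those with a symbol here. Other probes of Ikbkb may lie in the part of S1 Table not used here. The paper also reports a rise of IKKβ at 30 dpi by PCR and in protein, which were not analysed here. The values that follow are those of the probe with a symbol. The log2 level of Ikbkb at 30 dpi was 5.46 ± 0.88 (SD, n = 3) in CA, 6.21 ± 0.45 (SD, n = 3) in the shared Con arrays and 4.89 ± 1.06 (SD, n = 2) in the Con arrays of 30 dpi. The log2 fold change was -0.74 against the shared Con arrays (standard error 0.37, adjusted p = 0.75 from limma) and 0.57 against the Con arrays of 30 dpi (standard error 0.44, adjusted p = 0.46 from limma). Its sign depended on the control, and neither difference passed the test. Of the 2 Con arrays of 30 dpi, 1 is among the 12 that stood apart. Without those 12 the log2 fold change at 30 dpi was negative, on 1 Con array. At 15 dpi it was -0.95 against the shared Con arrays, which did not pass the test, and 1.37 against the Con arrays of that time point, which passed (adjusted p = 0.017 from limma). Both of those Con arrays are among the 12 that stood apart. At 60 dpi Ikbkb fell by 1.34 against the shared Con arrays (standard error 0.37, adjusted p = 0.033 from limma), but it was not called with a term for the protocol set, which leaves mainly 1 Con array (log2 fold change -0.96, standard error 0.52, adjusted p = 0.56), against the 3 other Con arrays (-0.93, adjusted p = 0.18) or against the Con arrays of 60 dpi (-0.67, adjusted p = 0.35). Map2k7, which encodes MKK7, a kinase that activates JNK, was not called at 30 dpi against either control. Its probe is typed as both coding and noncoding and read 1.83 ± 0.08 (SD, n = 3) in CA, within the range of the dark corner spot of the CA arrays (1.42 to 1.89), so that no fold change is given. The MKK of the paper is MKK3 (Map2k3) in its S2 Table. Irak4, Map2k3, Map2k6, Mapk8 and the interferon alpha genes were not analysed here.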

In the RLRs signaling pathway, the mRNA expression level of NLRX1, IKKβ, JNK, and IFN-α increased after *Em* infection (S8 Fig). The differences in the expression level of these up-regulated genes in Con and CA groups at 30 dpi were shown by the heatmaps (Fig 3D and 3E). Additionally, we found that down-regulated DEMs at 2, 4, 8, 15, 30, 60, 150 dpi were all significantly enriched in “ubiquitin-mediated proteolysis” pathway. Moreover, among these time points, there were more dysregulated genes at 15 dpi (S9 Fig). These results suggested that *Em* infection had a broad and long-lasting impact on ubiquitin-mediated proteolysis pathway in the host and 15 dpi may be the most affected time point during the infection period.

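Among the genes of ubiquitin-mediated proteolysis listed before the data were examined, Ubox5 and Nedd4l, which both encode E3 ubiquitin ligases, have a probe with a symbol here. Ubox5 was not called at any of the 8 time points, and its log2 fold change in CA against the shared Con arrays lay between -0.43 at 150 dpi and 0.21 at 8 dpi (standard error 0.26). The Nedd4l probe is a custom probe typed as both coding and noncoding, so that its value need not be that of the mRNA of the ligase. It fell at 60 dpi with a log2 fold change of -1.11 (standard error 0.33, adjusted p = 0.045 from limma, 3 arrays per group), and was not called at the other 7 time points. At 60 dpi it was not called with a term for the protocol set, which leaves mainly 1 Con array (log2 fold change -0.91, standard error 0.47, adjusted p = 0.53 from limma), or against the 3 other Con arrays (adjusted p = 0.070). Its log2 fold change at 15 dpi was -0.08 (adjusted p = 0.96 from limma). Against the Con arrays of the same time point Nedd4l was not called, with a log2 fold change of -1.33 at 60 dpi (standard error 0.56, adjusted p = 0.18 from limma), and neither was Ubox5. With these 2 members measured, the enrichment of the pathway was not tested.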

**Fig 3:**
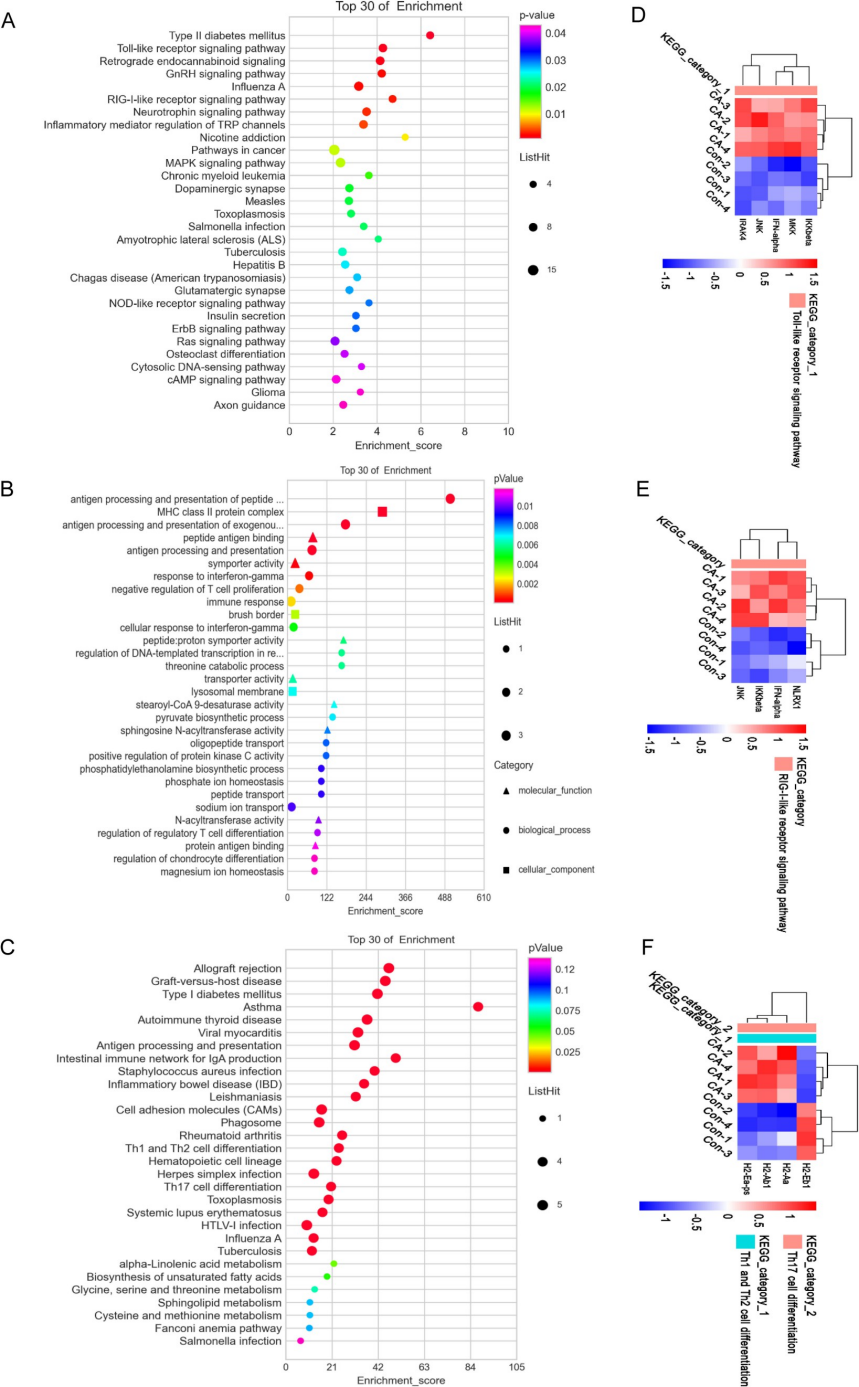
Functional annotation of the differentially expressed mRNAs and lncRNAs in *Echinococcus multilocularis*-infected mouse liver. A. KEGG analysis of up-regulated differentially expressed mRNAs at 30 dpi with top 30 enrichment scores. B. GO annotation of continuously dysregulated mRNAs at eight time points with top 30 enrichment scores including the domains of biological processes, cellular components, and molecular functions. C. KEGG analysis of continuously dysregulated mRNAs at eight time points with top 30 enrichment scores.

Next, we also estimated the biological roles of the genes with continued aberrant expression during the infection course. 

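The probe for an mRNA described as a homolog of the spliceosome-associated protein CWC22, the 1 probe of S3 and S4 Tables annotated in the part of S1 Table used here, was at a log2 level of 11.25 ± 0.18 (SD, n = 3) in the shared Con arrays and of 9.25 ± 0.68 (SD, n = 24) in the CA arrays, with a log2 fold change between -2.52 and -1.25 over the 8 time points. It was at 9.34 ± 0.43 (SD, n = 3) in the 3 other Con arrays, against which its log2 fold change lay between -0.61 and 0.66. Of the probes without a symbol, A_55_P1962747 rose with log2 fold changes between 1.57 and 3.35 and A_51_P222741 with 1.54 to 3.35. Against the 3 other Con arrays they lay between 0.61 and 2.39 and between 0.78 and 2.59, in this order, and limma called each at 1 time point. The paper selected these 99 probes on the same arrays, so that their direction is not independent evidence. Of the 10 probes that were higher in CA, the median log2 fold change over the 8 time points was 2.02 against the shared Con arrays and 0.99 against the 3 other Con arrays. Of the 89 that were lower, the median in the direction of the tables was 2.00 and 0.31.
At the paper's threshold against the shared Con arrays, 28 of the 31 mRNA probes and 65 of the 67 lncRNA probes above the filter changed in the direction of the tables at all 8 time points. Limma called 1 of the 31 and 7 of the 67 at all 8, and 508 of the 784 pairs of probe and time point, or 774 adjusted over the list alone. Over all probes, 130 changed the same way at all 8 time points at the paper's threshold, 13 higher and 117 lower, and limma called 9, all lower. Against the 3 other Con arrays 5 probes did so at that threshold, 0 of them the same way as among the 130, and against the 6 Con arrays that did not stand apart 5 did, while limma called 0 in either case. In 20 simulations of unchanged probes that shared 1 set of Con arrays between the time points, 1.1 probes on average and 3 at most passed that threshold at all 8 time points. The simulated arrays varied independently around 1 mean per probe. A difference between sets of Con arrays was not simulated, so that the simulations cannot tell whether such a difference gave the 130.
Against the 3 other Con arrays, 119 of 792 pairs (15.0%) changed at least 2-fold in the direction of the tables and 598 lay in that direction. Of the 80 pairs of the probes that were higher 39 changed 2-fold, and of the 712 pairs of those that were lower 80 did. At all 8 time points 0 of the 99 probes did so, against 97 with the shared Con arrays. Limma called 11 of 784 pairs there, all in the direction of the tables and 9 of them at 60 dpi, or 35 adjusted over the list alone. Against the Con arrays of the same time point, limma called 46 pairs in the direction of the tables and 54 against it, or 79 in their direction adjusted over the list alone.

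**Figure D2:**
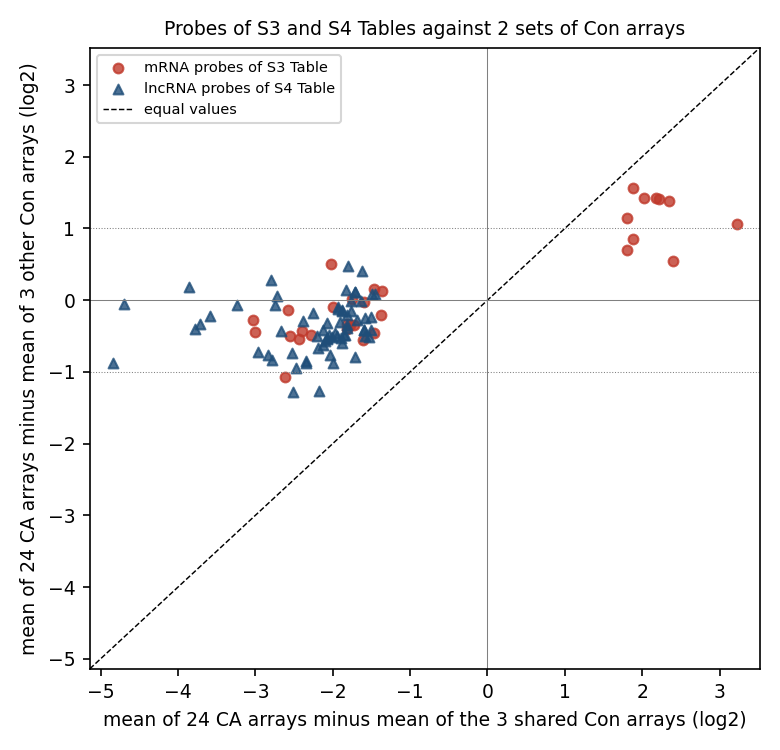
Mean log2 fold change of 98 probes of S3 and S4 Tables over the 8 CA groups, against the 3 shared Con arrays on the horizontal axis and against the 3 other Con arrays on the vertical axis, 1 point per probe. All 98 lie beyond a 2-fold change on the horizontal axis, and 10 do on the vertical axis.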

Sixty-eight DELs (down-regulated) and 31 DEMs (21 down-regulated and 10 up-regulated) were found overlapped at all the time points by Venn analysis (S3 and S4 Tables). As shown in Fig 3B, these DEMs were significantly enriched in several immune biological processes, such as “antigen processing and presentation of peptide, polysaccharide or exogenous peptide antigen via MHC class II”, “response to interferon-gamma” and “negative regulation of T cell proliferation”. Most continued aberrant DEMs were associated with cell component of “MHC class II protein complex”, “brush border” and “lysosomal membrane”. And these DEMs were enriched on some transportation-related molecular functions such as “peptide antigen binding”, “symporter activity” and “transporter activity”.

DEMs with persistent changes were analyzed by the KEGG database. As shown in Fig 3C, they were mainly involved in “antigen processing and presentation”, “intestinal immune network for IgA production”, “Th1 and Th2 cell differentiation”, and “Th17 cell differentiation” pathway, suggesting that these signaling pathways were continuously active throughout the infection and that *Em* had enduring interactions with these pathways. Here, the expression levels of DEMs involved in Th1, Th2 and Th17 cell differentiation were shown in the heatmap in Fig 3F.

### Construction of co-expression network between overlapped DELs and DEMs

To demonstrate the interactive relationship between the consistently altered DELs and DEMs, 31 DEMs and 68 DELs containing 2,108 relationships were estimated by calculating PCC values. According to the cutoff criteria (*P* < 0.05 and |PCC| > 0.9), the top five lncRNAs that had the most co-expression relationships with mRNAs were selected to set up the lncRNA-mRNA co-expression network (Fig 4). The following lncRNAs NONMMUT099399.1, NONMMUT105538.1, NONMMUT125804.1, NONMMUT103521.1 and NONMMUT037651.2 had 25, 23, 23, 23, 22 co-expression relationships with mRNAs, respectively. From the network, it was observed that NONMMUT099399.1 had the most relationships with DEM. Furthermore, 84% of the consistently altered DEMs (26 DEMs) had co-expressed relationships with these five lncRNAs, implying that these five lncRNAs most likely to have a regulatory role in the signaling pathways that displayed by KEGG analysis (Fig 3C).

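The 31 mRNA probes and 68 lncRNA probes of S3 and S4 Tables, which form 2108 pairs, were correlated across the 42 distinct arrays. Pearson's r was at least 0.9 in size for 3 pairs, all positive, which joined 3 lncRNAs to 1 mRNA each and linked 2 of the 31 mRNAs. Spearman's rho reached that size for 2 pairs. The median size of r over the pairs was 0.481, and pairs that share a probe are not independent. Because the 12 Con arrays that stood apart form a separate cluster, the count was repeated in the other 30 arrays, where 14 pairs reached 0.9, and in the 24 CA arrays alone, where 4 did (permutation p = 1.0e-05, the smallest that 100000 permutations can give). With the 24 CA arrays and the 3 shared Con arrays it was 19 pairs, with 3 mRNAs for the lncRNA that had the most. Over the means of the 8 CA groups and of the shared Con arrays, 9 values in all, 515 pairs reached 0.9, the lncRNA with the most was paired with 23 mRNAs, and the 5 leading lncRNAs were paired with 26 of the 31. With the 3 CA arrays of 1 time point and the 3 shared Con arrays, 918 to 1404 pairs reached 0.9. The probes were chosen because they differ between CA and the shared Con arrays at all 8 time points, so that correlation over sets that hold both is in part built in by the choice, and no p is given for these sets. From the share of the mRNAs co-expressed with its 5 leading lncRNAs, the paper proposes that these lncRNAs regulate the signaling pathways of Fig 3C.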

**Fig 4:**
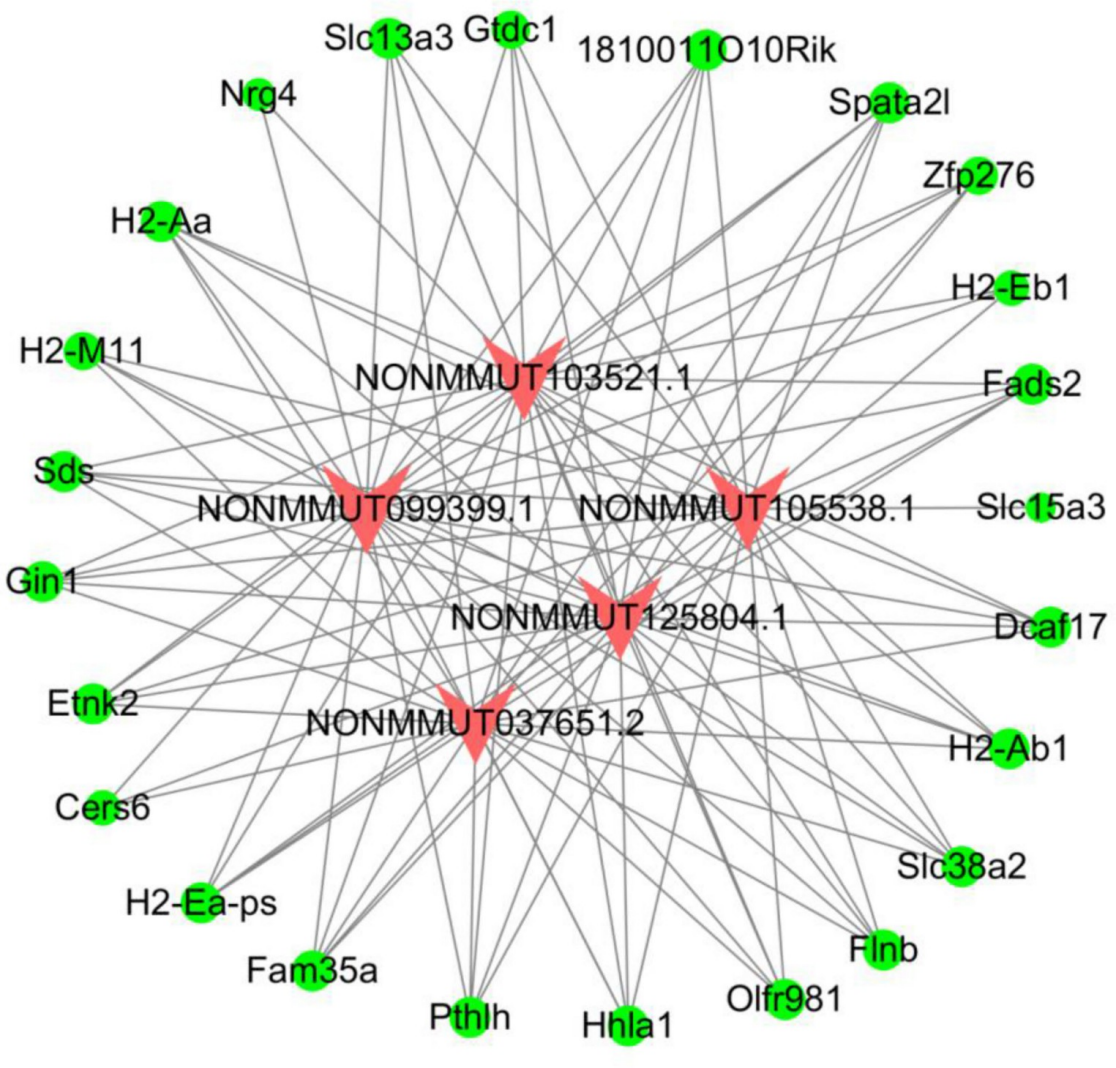
Co-expression network of the shared differentially expressed lncRNAs and differentially expressed mRNAs at eight time points in the liver of *Echinococcus multilocularis*-infected mice. The network was based on the Pearson correlation coefficient (|PCC value| > 0.9, *P* < 0.05). The red “V” denotes lncRNA while the green dot denotes mRNA.

### *Cis*-and *trans*-regulating target prediction of overlapped lncRNAs and construction of lncRNA-TF-mRNA network

Generally, lncRNAs perform functions by interacting with their targets, so we predicted the potential *cis*- and *trans*- target gene of these lncRNAs. We searched for protein-coding genes 10-kb up- and downstream of the 68 shared DELs. It was found that none of lncRNA was transcribed near (< 10 kb) the 31 DEMs neighbors. Then, the *trans*-regulatory functions of lncRNAs were predicted by evaluating the relationship between the TFs and lncRNA based on the cumulative hypergeometric test. We found that among the 68 consistently altered lncRNAs, 41 lncRNAs corresponded to 16 TFs (EGR1, EGR2, EGR3, EGR4, STAT1, STAT5A, SMAD3, MYC, HINFP, ONECUT2, P2RX5, NR5A2, TRP53, MAX, PITX2, and HIC1). These TFs could regulate the expression of these lncRNAs. In Fig 5A, among the 16 TFs, EGR2 had *trans*-regulating relationships with the most DELs. Besides, EGR1, EGR3, and EGR4 also had *trans*-regulating relationships with DELs, suggesting a possible regulatory relationship between the EGR transcription factor family and the host DELs in *Em* infection. Since each lncRNA-TF pair resulted from some genes enrichment, we selected the top 10 co-expressed mRNAs by *P*-value ranking to further set up a lncRNA-TF-mRNA ternary network (Fig 5B), which showed the potential regulatory relationships of the three.

**Fig 5:**
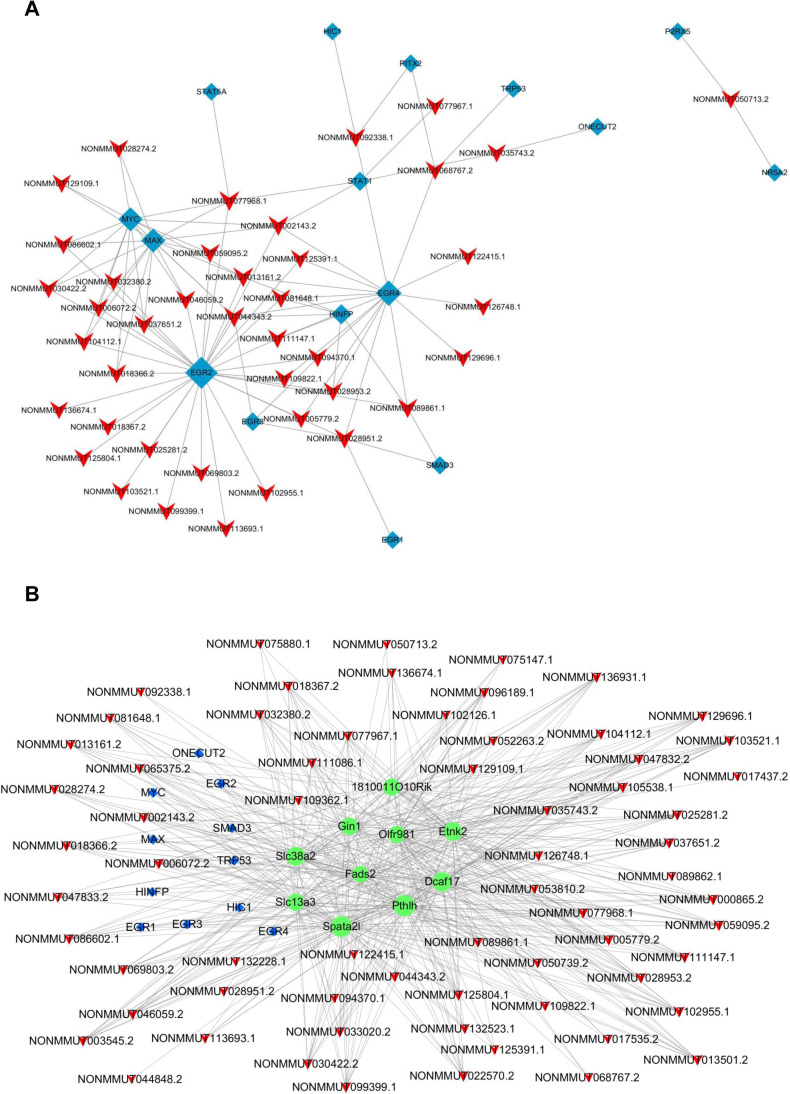
Regulating targets prediction of continuously dysregulated lncRNAs and construction of lncRNA-transcription factor-mRNA network. A. The network of transcription factors and continuously dysregulated lncRNAs, consisting of 16 transcription factors and correlated 41 lncRNAs. The red “V” denotes lncRNA, while the blue node denotes transcription factor. B. The lncRNA-transcription factor (TF)-mRNA network, consisting of 66 lncRNAs, 11 transcription factors and 10 correlated mRNAs (according to *p*-values). The red “V”, the blue node and the green node denote the lncRNA, the transcription factor and the mRNA, respectively.

### Validation of six upregulated DEMs involved in Toll-like and RIG-I-like receptor signaling pathways by qRT-PCR and WB

Based on the KEGG analysis of DEMs, we investigated the influence of *Em* infection on Toll-like and RIG-I-like receptor signaling pathways of the host further. mRNA expression levels of six up-regulated DEMs (IRAK4, IKKβ, MKK, JNK, IFN-α, and NLRX1) were validated by qRT-PCR. Consistent with the microarray data in S10 Fig, the mRNA expression levels of IRAK4, IKKβ, MKK, JNK, IFN-α, and NLRX1 increased in the liver of CA mice compared to the control at 30 dpi (Fig 6A). The proteins expression of IKKβ, JNK, MKK, IRAK4, and NLRX1 at each time point were also determined. Compared with the Con groups, the expression of IKKβ, MKK, IRAK4, and NLRX1 proteins were promoted at 30 dpi. However, c-Jun amino-terminal kinase (JNK) decreased at 30 dpi (Fig 6B and 6C). Additionally, since nuclear factor Kappa B (NF-κB) is downstream of these two pathways, the protein expression of phospho-NF-κB (p-NF-κB) was tested. The result showed p-NF-κB significantly increased compared to the control at 15 and 30 dpi (Fig 6B and 6C). These results demonstrated that *Em* infection activated TLRs and LRLs signaling pathways at 30 dpi.

**Fig 6:**
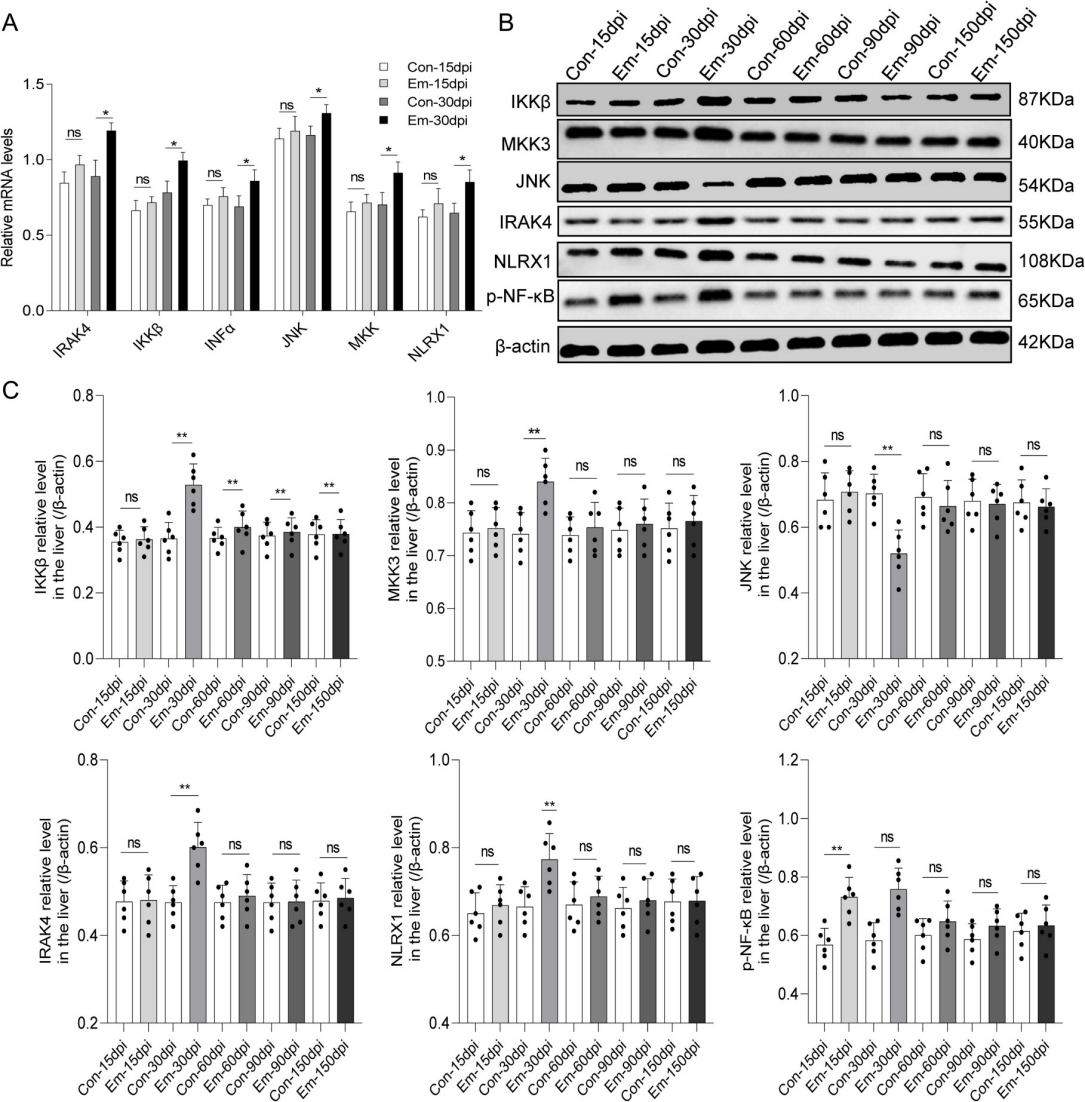
Validation of six up-regulated differentially expressed mRNAs involved in Toll-like receptor and RIG-I-like receptor signaling pathways. A. Quantitative real-time PCR (qRT-PCR) results of IRAK4, IKKβ, MKK, JNK, IFN-α, and NLRX1 in *Echinococcus multilocularis*-infected mouse liver at 15 and 30 days post-infection. The y-axis indicates the value of relative expression level (2^-⊿⊿Ct^) in Standard Deviation of the mean expression values. β-actin was an internal control. * *P* < 0.05 vs. corresponding control, **P < 0.01 vs. corresponding control, ns, no significance. B. Representative results of Western Blotting results of IRAK4, IKKβ, MKK, JNK, NLRX1, and *phospho*-NFκB in *Echinococcus multilocularis*-infected mouse liver at 15, 30, 60, 90, and 150 days post infection, with β-actin as a loading control. C. Quantitative results of protein expression of IRAK4, IKKβ, MKK, JNK, NLRX1, and *phospho*-NF-κB in *Echinococcus multilocularis*-infected mouse liver at 15, 30, 60, 90, and 150 days post-infection (*n* = 6). Significance was assessed using unpaired Student’s *t*-test, giving *P* values, *P < 0.05 vs. corresponding control, **P < 0.01 vs. corresponding control, ns, no significance.

### Determination of cytokines and chemokines

To assess the impact of *Em* infection on the cytokines and chemokines induction downstream of TLRs and RLRs signaling pathway shown by KEGG database analyses (S7 and S8 Figs), the serum levels of IL-1β, IL-6, CCL5 (RANTES), TNF-a, IL-12, CCL3 (MIP1-a), IFN-a, IFN-β, and CXCL10 (IP10) at each time point were determined. As shown in Fig 7A–7I, the results showed that IL-1β, IL-12, TNF-α, IFN-α, and CXCL10 increased significantly at 30 dpi (*P* < 0.05). The level of IL-6 increased as early as 2 and 8 dpi and decreased at 30 dpi. The levels of IFN-β, CCL5, and CCL3 showed an increasing trend but the differences were not statistically significant compared to the control at 30 dpi (*P* > 0.05). Although not all the factors were significantly elevated, there was a clear underlying trend. Among these cytokines, as the most important proinflammatory cytokines, the serum levels of IL-1β and TNF-α increased markedly at 30 dpi, which may be related to increased level of p-NF-κB at 15 and 30 dpi, as represented in the WB results.

**Fig 7:**
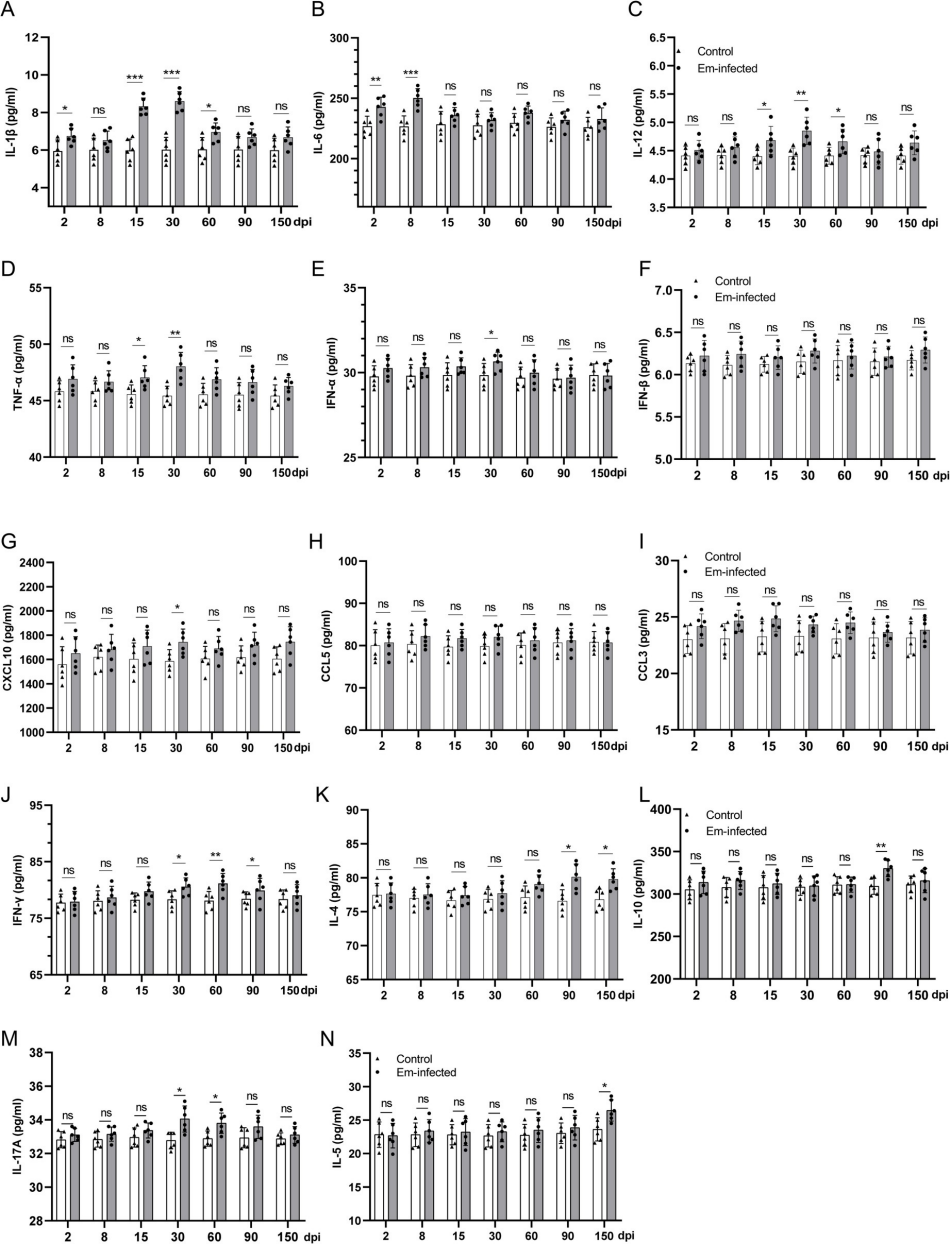
Assessment of cytokines/chemokines in the serum of *Echinococcus multilocularis*-infected mice. **A-H, J**. Levels of cytokines/chemokines in serum were measured by LEGENDplex Mouse Anti-Virus Response (13-plex) Panel including (A**)** IL-1β, (B) IL-6, (C) IL-12, (D) TNF-α, (E) IFN-α, (F) IFN-β, (G) CXCL10, (H) CCL5 and (J) IFN-γ. **I, K-N**. Levels of cytokines/chemokines in serum were measured by commercially available ELISA kits including (I) CCL3, (K) IL-4, (L) IL-10, (M) IL-17A and (N) IL-5 in *Echinococcus multilocularis*-infected mouse (*n*  =  6) at the indicated time points. Error bars represent the standard deviation (*n*  =  6). Significance was assessed using Student’s *t*-test, giving *P* values, * *P* < 0.05 vs. corresponding control, **P < 0.01 vs. corresponding control, ns, no significance.

Additional, to assess the immunopathological effect of *Em* infection on the host, Th1-related cytokines IFN-γ, Th2-related cytokines IL-4, IL-5 and IL-10, and Th17-related cytokines IL-17A were determined at each time point. As shown in Fig 7J–7N, IFN-γ displayed a steadily increasing trend and peaked at 60 dpi (*P* < 0.01) before decreasing. IL-4 levels remained unchanged until 60 dpi and increased significantly at 90 and 150 dpi (*P* < 0.05). Compared to control, IL-10 and IL-5 were significantly higher at 90 and 150 dpi, respectively (*P* < 0.01, *P* < 0.05). IL-17A level increased significantly at 30 and 60 dpi compared with control following infection (*P* < 0.05, *P* < 0.05). These results suggested that *Em* induced Th1 and Th17-type cytokine (IFN-γ and IL-17A) from the beginning of the infection, while Th2-type cytokine (IL-4, IL-5 and IL-10) was induced at the late time points. During the whole infection time, IFN-γ played a role mainly before 90 dpi and anti-inflammatory factor IL-4, IL-5 and IL-10 were up-regulated at or after 90 dpi, indicating a response shift from Th1-orientation to Th2-orientation.

### Dynamic changes of Th1, Th2, and Th17-type CD4+ T-cells in the liver during *Em* infection course

To further assess the modulatory effect of *Em* on the local CD4^+^ T-cells, the percentage of Th1-type CD4^+^ T-cells (CD4^+^ IFN-γ^+^), Th2-type CD4^+^ T-cells (CD4^+^ IL4^+^) and Th17-type CD4^+^ T-cells (CD4^+^ IL-17A^+^) in the liver were assayed with flow cytometry at 2, 4, 8, 15, 30, 60, 90, and 150 dpi. The results showed there was no significant differences in the percentages of Th1, Th2 and Th17-type CD4^+^T-cells in the infected liver compared with the control at 2, 4, 8 and 15 dpi (S11 Fig). At 30, 60, 90, and 150 dpi, as shown in Fig 8A and 8B, as the infection ensued, the percentage of CD4^+^ IFN-γ^+^ cells was significantly higher than control at 30 dpi and reached a maximum at 60 dpi before decreasing; the CD4^+^ IL4^+^ cells percentage showed a gradual increasing and peaked at 90 dpi; the change of percentage of CD4^+^ IL-17A^+^ cells showed a similar trend to the percentage of CD4^+^ IFN-γ^+^ cells. These results suggested that Th1-type CD4^+^ T-cells (CD4^+^ IFN-γ^+^) were predominantly at the early infection stage, whereas Th2-type CD4^+^ T-cells (CD4^+^ IL4^+^) were induced significantly higher at the middle/late stage, suggesting an inflammatory Th1 response gradually converting into a mixed Th1/Th2 response later.

**Fig 8:**
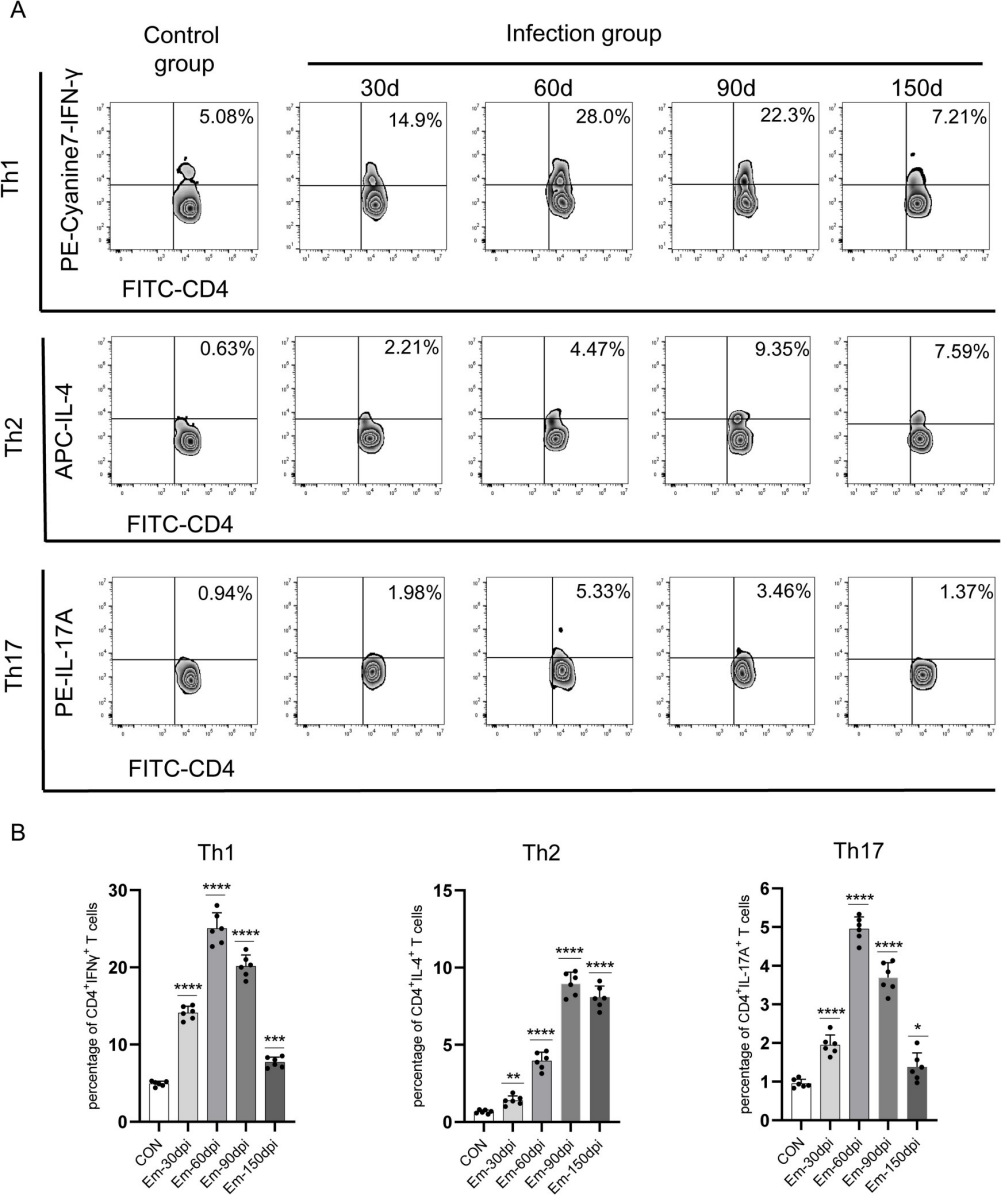
Dynamic changes of Th1, Th2, and Th17-type CD4^+^ T-cells in the liver of *Echinococcus multil*ocularis-infected mouse. A. Th1, Th2, and Th17-type CD4 ^+^ T-cells in the liver were determined by flow cytometric analysis at 30, 60, 90, and 150 days post-infection. The data are representative of three independent experiments (*n* = 6). B The percentages of Th1, Th2, and Th17-type CD4 ^+^ T-cells in the liver at 30, 60, 90, and 150 days post-infection (*n* = 6). Data are shown as the mean± SD. Significance was assessed using unpaired Student’s *t*-test, giving *p* values, *P < 0.05 vs. corresponding control, **P < 0.01 vs. corresponding control, ns, no significance.

## Discussion

Human AE primarily occurs in the liver with decades-long period of pathologic changes leading to organ function failure. During the growth and proliferation of metacestode within the host liver, molecular interactions of host–parasite take place at every moment [28]. Therefore, elucidating the complex interplay of different biological macromolecules between host and parasite is critical for better understanding of host–pathogen relationships.

AE is characterized by a long asymptomatic period, the local interactions of host–pathogen before and at the early stages of cyst formation in human AE is poorly known. As rodents are the natural intermediate hosts in the conventional life cycle of *Em*, experimental mouse model of AE provides an important tool to investigate the interplay between the host and parasite at any stage of infection. According to the disease progression of human AE, there is a 3-stage course in the mice model of AE: early stage (before 60 dpi), middle stage (60 dpi to 180 dpi), and late stage (after 180 days) [29]. Given the vital regulatory roles of lncRNA in host–pathogen interactions, in this study, we used experimental mice model of secondary *Em* metacestode infection and selected eight different time points (2, 4, 8, 15, 30, 60, 90, and 150 dpi) to survey host lncRNAs and mRNAs profiles to capture a preliminary and comprehensive overview of gene expression changes during AE.

Our KEGG analysis results of DEMs at different infection stages corroborated previous findings [9,10]. Some pathways related to immune process, such as “immune response”, “inflammatory response”, and “antigen processing and presentation” were significantly enriched by the dysregulated mRNAs at the early stage (30 dpi). During the middle stage (90 dpi), the up-regulated DEMs were enriched on “transport”, “MAPK signaling pathway”, and “cell adhesion” pathways. And at nearly the late stage (150 dpi), the DEMs were associated to some metabolic pathways, such as “nitric oxide biosynthetic process”, “lipid metabolism”, and “central carbon metabolism”. Herein, we focused on the early stage of *Em* infection. In this study, the up-regulated genes at 30 dpi were significantly enriched in the TLRs and RLRs signaling pathways. This result was verified by the observed elevated levels of IL-1β (30 dpi), TNF-α (15 and 30 dpi), and IL-6 (2 and 8 dpi) in the sera, which requires the activation of pattern recognition receptor (PRR) to induce the inflammatory response. Studies had shown that TLR2 and TLR4 mRNA were significantly elevated in AE patients and TLR2 might play a role in regulating tissue infiltrative growth to facilitate the long-term survival of the parasite in the host [30,31]. Therefore, we measured the mRNA and protein expression levels of the up-regulated DEMs (IRAK4, IKKβ, MKK, JNK, and NLRX1) to investigate the effect of *Em* further. Increased mRNA and protein expression levels of IRAK4, IKKβ, MKK and NLRX1, and elevated serum levels of downstream cytokines/chemokines (IL-1β, IL-12, TNF-α, IFN-α, and CXCL10) demonstrated that the two pathways were activated by *Em* at 30 dpi.

In vitro experiment, high concentration of *Em* cyst fluid induced JNK-mRNA expression [32], which was consistent with the elevated JNK-mRNA level at 30 dpi in our results. Lin et al. reported up-regulated JNK-protein level during exposure to *Em* vesicle fluid or *Em* conditioned medium in vitro [33]. Zhang et al. found that activation of JNK was observed from 180 to 360 dpi in vivo experiments [29]. In our study, JNK protein expression level was reduced at 30 dpi. These observations suggested that protein level of JNK is dynamic during the long infection period and the different stages of *Em* infection. Components/secretions (*Em* vesicle fluid, *Em* conditioned medium or *Em* metacestodes) may have different modulatory effects on JNK expression/activation. We observed increased JNK-mRNA level at 30 dpi but decreased protein level. We postulated that JNK may be regulated at post-transcriptional/translational level by parasite components/secretions, which reduced JNK-protein level. It has been reported that EVs released by *Em* metacestodes can regulate the expression of cytokines and key components in the LPS/TLR4 pathway *in vitro* [34]. It is possible that some RNAs from *Em* interact with the JNK-mRNA, modulating the JNK-protein expression to attenuate JNK-mediated immune pathway activation such as RLRs pathway, which contributes to the parasite growth [35,36].

Overall, our results suggested that *Em* infection induced upregulation genes in RLRs or TLRs signaling pathway, then promoted NF-κB phosphorylation, which activated inflammatory cytokines expression, such as IL-1β, TNF-α and IL-12. What components/secretions of *Em* induce these responses and what are the specific mechanisms need to be further study (Fig 9A).

**Fig 9:**
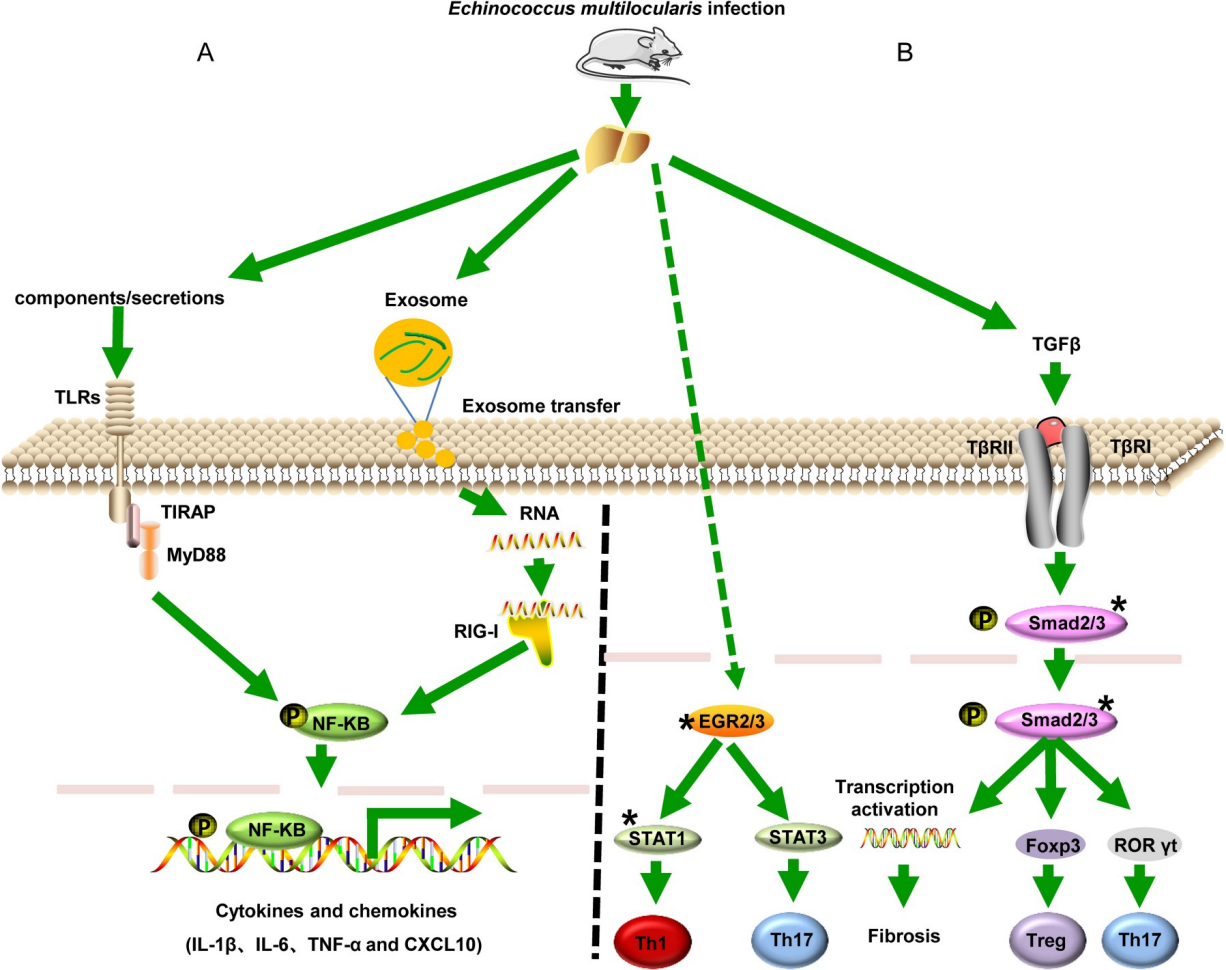
Schematic presentation of predicted targets for differentially expressed lncRNAs in *Echinococcus multilocularis*–host interplay (A) and the probable influence of *Echinococcus multilocularis* infection on the Toll-like receptor and RIG-I-like receptor signaling pathway of the host (B). “*” represents the predicted targets.

As the most prevalent and functionally diverse class of RNAs, lncRNAs play indispensable regulatory roles in epigenetics, transcription and post-transcriptional regulation by interacting with protein, DNA and RNA. The functions and range of lncRNA-mediated regulations in hosts following pathogen infection has received increased attention [37,38]. Compared with other studies of host mRNA profile after *Em* infection [9,10,29], our present study highlighted the possible roles of lncRNA by analyzing the co-expression relationships between DEMs and DELs. The function prediction analysis results of continuously dysregulated lncRNAs indicated that these lncRNAs may have modulatory roles in T helper 1 (Th1), T helper 2 (Th2) and T helper 17 (Th17) cell differentiation of the host. In response to *Em* infection, Th cells of the host can selectively differentiate into the Th1 or Th2 subset. Th1-oriented immunity is more likely to clear the parasite, whereas Th2-oriented immunity is more likely to develop chronic AE in patients [39]. Therefore, the differentiation of Th1 and/or Th2 cells and the Th1/Th2 imbalance are suggestive of a vital role in controlling the immunological response in AE. In addition, Th17 cells are another Th cell subtype that play a significant role in AE. It has been reported that Th17 cells are related to immunopathology of AE [40] and associated with the Th1/Th2-cell balance during *Em* infection [41,42]. The dynamic change of Th1, Th2 and Th17 response related cytokines levels and percentages of Th1, Th2 and Th17-type cells in the infected liver in the present study exhibited a similar trend, which indicated that Th1 and Th17-type CD4^+^ T-cells were predominant at the early infection stage whereas Th2-type CD4^+^ T-cells were significantly higher at the middle/late stage. These results confirmed changes in cell-mediated immunity in the host during the *Em* infection [43–45]. Our predicted results of potential regulatory roles of host lncRNAs in Th1, Th2 and Th17 cell differentiation provide additional useful clues for understanding the interaction of host and parasite.

The *trans-*regulating targets prediction analysis of these overlapped DELs revealed that a few TFs might be the interacting targets of DELs, including EGR genes, Trp53 (p53), Smad3, MAX, STAT1 and STAT5A. Notably, more than 20 DELs had *trans*-relationships with EGR2, which is reported to control Th17 cytokine expression and Th17 cells differentiation [46]. Th17 cells differentiation were also related to the T regulatory cell (Treg)/Th17 imbalance that were observed during the *Em* infection. Moreover, Tregs have the ability to affect antigen presentation and Th1-type immune responses suppression to favor *Em* metacestode survival [47]. It has also been shown that TGF-β/Smad pathway can regulate Treg/Th17 imbalance by driving the expansion of Foxp3^+^ Treg in the host [48–50]. Based on these findings, we hypothesized that these DELs may play an immunological modulate role by interacting with EGR2 and/or Smad3 to impact Th1, Th2 and/or Treg cells differentiation, hence facilitating parasite growth. Fig 9B provides a schematic illustration of the possible regulatory targets of these candidate DELs in *Em* infection. Investigating the interaction mechanism of these candidate lncRNAs with Smad3 and/or EGR2 to modulate the host Th cells subsets will be an exciting next step.

The present study has some limitations; to mention, more samples should be conducted in the microarray experiment, which requires us to invest more projects and funds. Moreover, our study was performed on liver samples without the spatial context of mRNA/lncRNA expression and valuable insights into the precise identification and respective location of DEMs and DELs should be further obtained by single-cell sequencing and spatial transcriptome sequencing. In what type of cells are these DELs/DEMs located, and whether such expression was limited to some immune cells in the liver or also present in hepatocytes. Such information would be helpful for exploration of regulatory mechanisms of lncRNA further.

Collectively, this study provided a new perspective to further understand the host–*Em* interplay in AE, and offered potential clues in understanding the influence of *Em* infection on host innate/adaptive immunity. Further studies are however needed concerning the regulatory detailed mechanism of lncRNA in the interactions between *Em* and the host, which will help in the future to design new antiparasitic strategies targeting the host’s non-protein-coding genome.

## Supporting information

S1 Text Protoscoleces preparation and *Echinococcus multilocularis* infected mouse model molecular identification.

S1 Table The details description of the mRNA and lncRNA probes and the gene composition of the Agilent Mouse lncRNA Microarray V3.

S2 Table PCR and qRT-PCR primers used in this study.

S3 Table Thirty-one differentially expressed mRNAs were found overlapped at all the time points by Venn analysis.

S4 Table Sixty-eight differentially expressed lncRNAs were found overlapped at all the time points by Venn analysis.

S1 Fig Confirmation of CA mice successfully infected by *Echinococcus multilocularis*. (A) The liver at each time point during the *Em* infection period. (B) PCR amplified *cox*1 fragments (Lanes 3–18). (C) PCR amplified *nad*1 fragments (Lanes 3–18). PCR products were examined in 1% (w/v) agarose gels stained with ethidium bromide. Lane 1, DL2000 molecular marker; Lane 2, positive controls.
(TIF)

S2 Fig Confirmation of collected liver samples without *Echinococcus multilocularis* contamination. **(**A) PCR amplified *cox*1 (Lanes 3–18) fragments. (B) PCR amplified *nad*1 (Lanes 3–18) fragments. PCR products were examined in 1% (w/v) agarose gels stained with ethidium bromide. Lane 1, DL2000 molecular marker; Lane 2, positive controls.
(TIF)

S3 Fig Volcano plot of differentially expressed lncRNAs in *Echinococcus multilocularis*-infected mice liver at 2 days post-injection (i), 4 days post-infection (ii), 8 days post-infection (iii), 15 days post-infection (iv), 30 days post-infection (v), 60 days post-infection (vi), 90 days post-infection (vii), 150 days post-infection (vii). The significantly up- and downregulated mRNAs are presented as red and blue dots, respectively (fold change > 2 and *P* < 0.05). The expression of mRNAs with | fold change | < 2 is presented as green dots (*P* < 0.05) and the expression of mRNAs not significantly differentially expressed is presented as gray dots (*P* > 0.05).
(TIF)

S4 Fig Volcano plot of differentially expressed mRNAs in *Echinococcus multilocularis*-infected mice liver at 2 days post-injection (i), 4 days post-infection (ii), 8 days post-infection (iii), 15 days post-infection (iv), 30 days post-infection (v), 60 days post-infection (vi), 90 days post-infection (vii), 150 days post-infection (viii). The significantly up- and downregulated mRNAs are presented as red and blue dots, respectively (fold change > 2 and *P* < 0.05). The expression of mRNAs with | fold change | < 2 is presented as green dots (*P* < 0.05) and the expression of mRNAs not significantly differentially expressed is presented as gray dots (*P* > 0.05).
(TIF)

S5 Fig Hierarchical clustering plot of differentially expressed lncRNAs and mRNAs in *Echinococcus multilocularis*-infected mice liver at indicated time points.

S6 Fig Hierarchical clustering plot of differentially expressed mRNAs in *Echinococcus multilocularis*-infected mice liver at indicated time points.

S7 Fig Toll-like receptor signaling pathway was enriched by up-regulated differentially expressed mRNAs in *Echinococcus multilocularis*-infected mice liver at 30 days post-infection by KEGG pathway analysis. The up-regulated genes are presented as red rectangles.
(TIF)

S8 Fig RIG-I-like receptor signaling pathway was enriched by up-regulated differentially expressed mRNAs (DEMs) in *Echinococcus multilocularis*-infected mice liver at 30 days post-infection by KEGG pathway analysis. The up-regulated genes are presented as red rectangles.
(TIF)

S9 Fig Ubiquitin-mediated proteolysis pathway enriched by downregulated differentially expressed mRNAs in *Echinococcus multilocularis*-infected mice liver at 15 days post-infection by KEGG pathway analysis. The downregulated genes are presented as green rectangles.
(TIF)

S10 Fig Expression levels of IRAK4, IKKβ, MKK, JNK, IFNα, and NLRX1 in *Echinococcus multilocularis*-infected mouse liver at 15 and 30 days post-infection from microarray data. The y-axis indicates the log_2_ FC by microarray. Error bars present as mean ± standard deviation (*n* = 4) at the indicated time point. Significance was assessed using Student’s *t*-test, giving *p*-values, * *P* < 0.05 vs. corresponding control, ** *P* < 0.01 vs. corresponding control, ns, no significance.
(TIF)

S11 Fig Dynamic changes of Th1, Th2, and Th17-type CD4^+^ T-cells in the liver of *Echinococcus multil*ocularis-infected mouse. (A) Th1, Th2, and Th17-type CD4 ^+^ T-cells in the liver were determined by flow cytometric analysis at 2, 4, 8, and 15 days post-infection. The data are representative of three independent experiments (*n* = 6). (B) The percentages of Th1, Th2, and Th17-type CD4 ^+^ T-cells in the liver at 2, 4, 8, and 15 days post-infection (*n* = 6). Data are shown as the mean± SD. Significance was assessed using unpaired Student’s *t*-test, giving *p* values, *P < 0.05 vs. corresponding control, **P < 0.01 vs. corresponding control, ns, no significance.
(TIF)

# Supplementary material for: Understanding pathogen–host interplay by expression profiles of lncRNA and mRNA in the liver of Echinococcus multilocularis-infected mice
**Source:** PLoS Negl Trop Dis. 2022 May 31;16(5):e0010435. doi: 10.1371/journal.pntd.0010435
**Supplement:** S1 Text

Supplementary document for methods

**Preparation of protoscoleces**

To isolate the protoscoleces, parasite tissue was first isolated from infected mice and homogenized [1]. The homogenate was subsequently filtered once through a 150-µm pore size nylon mesh, thus separating the protoscoleces from large pieces of metacestode tissue. The flow through was filtered through a 50-µm pore size nylon mesh, separating the protoscoleces from single cells and small cell clumps. They were then washed off the nylon mesh with sterile PBS and manually separated from equal sized vesicles using a pipette tip under a microscope.

***Echinococcus multilocularis* infected mouse model molecular identification**

*Echinococcus multilocularis* metacestodes DNA was extracted using DAeasy ® Blood ﹠Tissue kit (Qiagen, 69504). Molecular identification was undertaken by PCR-amplifying the complete fragments of the mitochondrial (mt) cytochrome c oridase subunit 1 (*cox*1) gene and NADH dehydrogenase subunit 1 (*nad*1) gene. The primers were designed [2] based on the multiple sequence alignment of *E. multilocularis* (its intermediate hosts include rodents) complete mt genomes [3] deposited in the National Center for Biotechnology Information (NCBI) GenBank (*nad*1-F: 5’-GAGTTTGCGTCTCGATGATAGG’-3, *nad*1-R: 5’-TCCCCAAAACCCACATTCTAC-3’; *cox*1-F: 5’-AGGTTTGACTTTCTCTTTGGTT-3’, *cox*1-R: 5’-CCAACAAATCCAAATAAACGG-3’). PCR products were purified directly from an agarose gel (1%) using an AxyPrep™ DNA Gel Extraction kit (AXVGEN, AP-GX-250G) and then sent to a commercial company (TsingKe Biotech, Xi’an, China) for sequencing. The sequences were submitted to NCBI GenBank, to search for homologous sequences using Basic Local Alignment Search Tools (BLAST), and then deposited in NCBI GenBank.

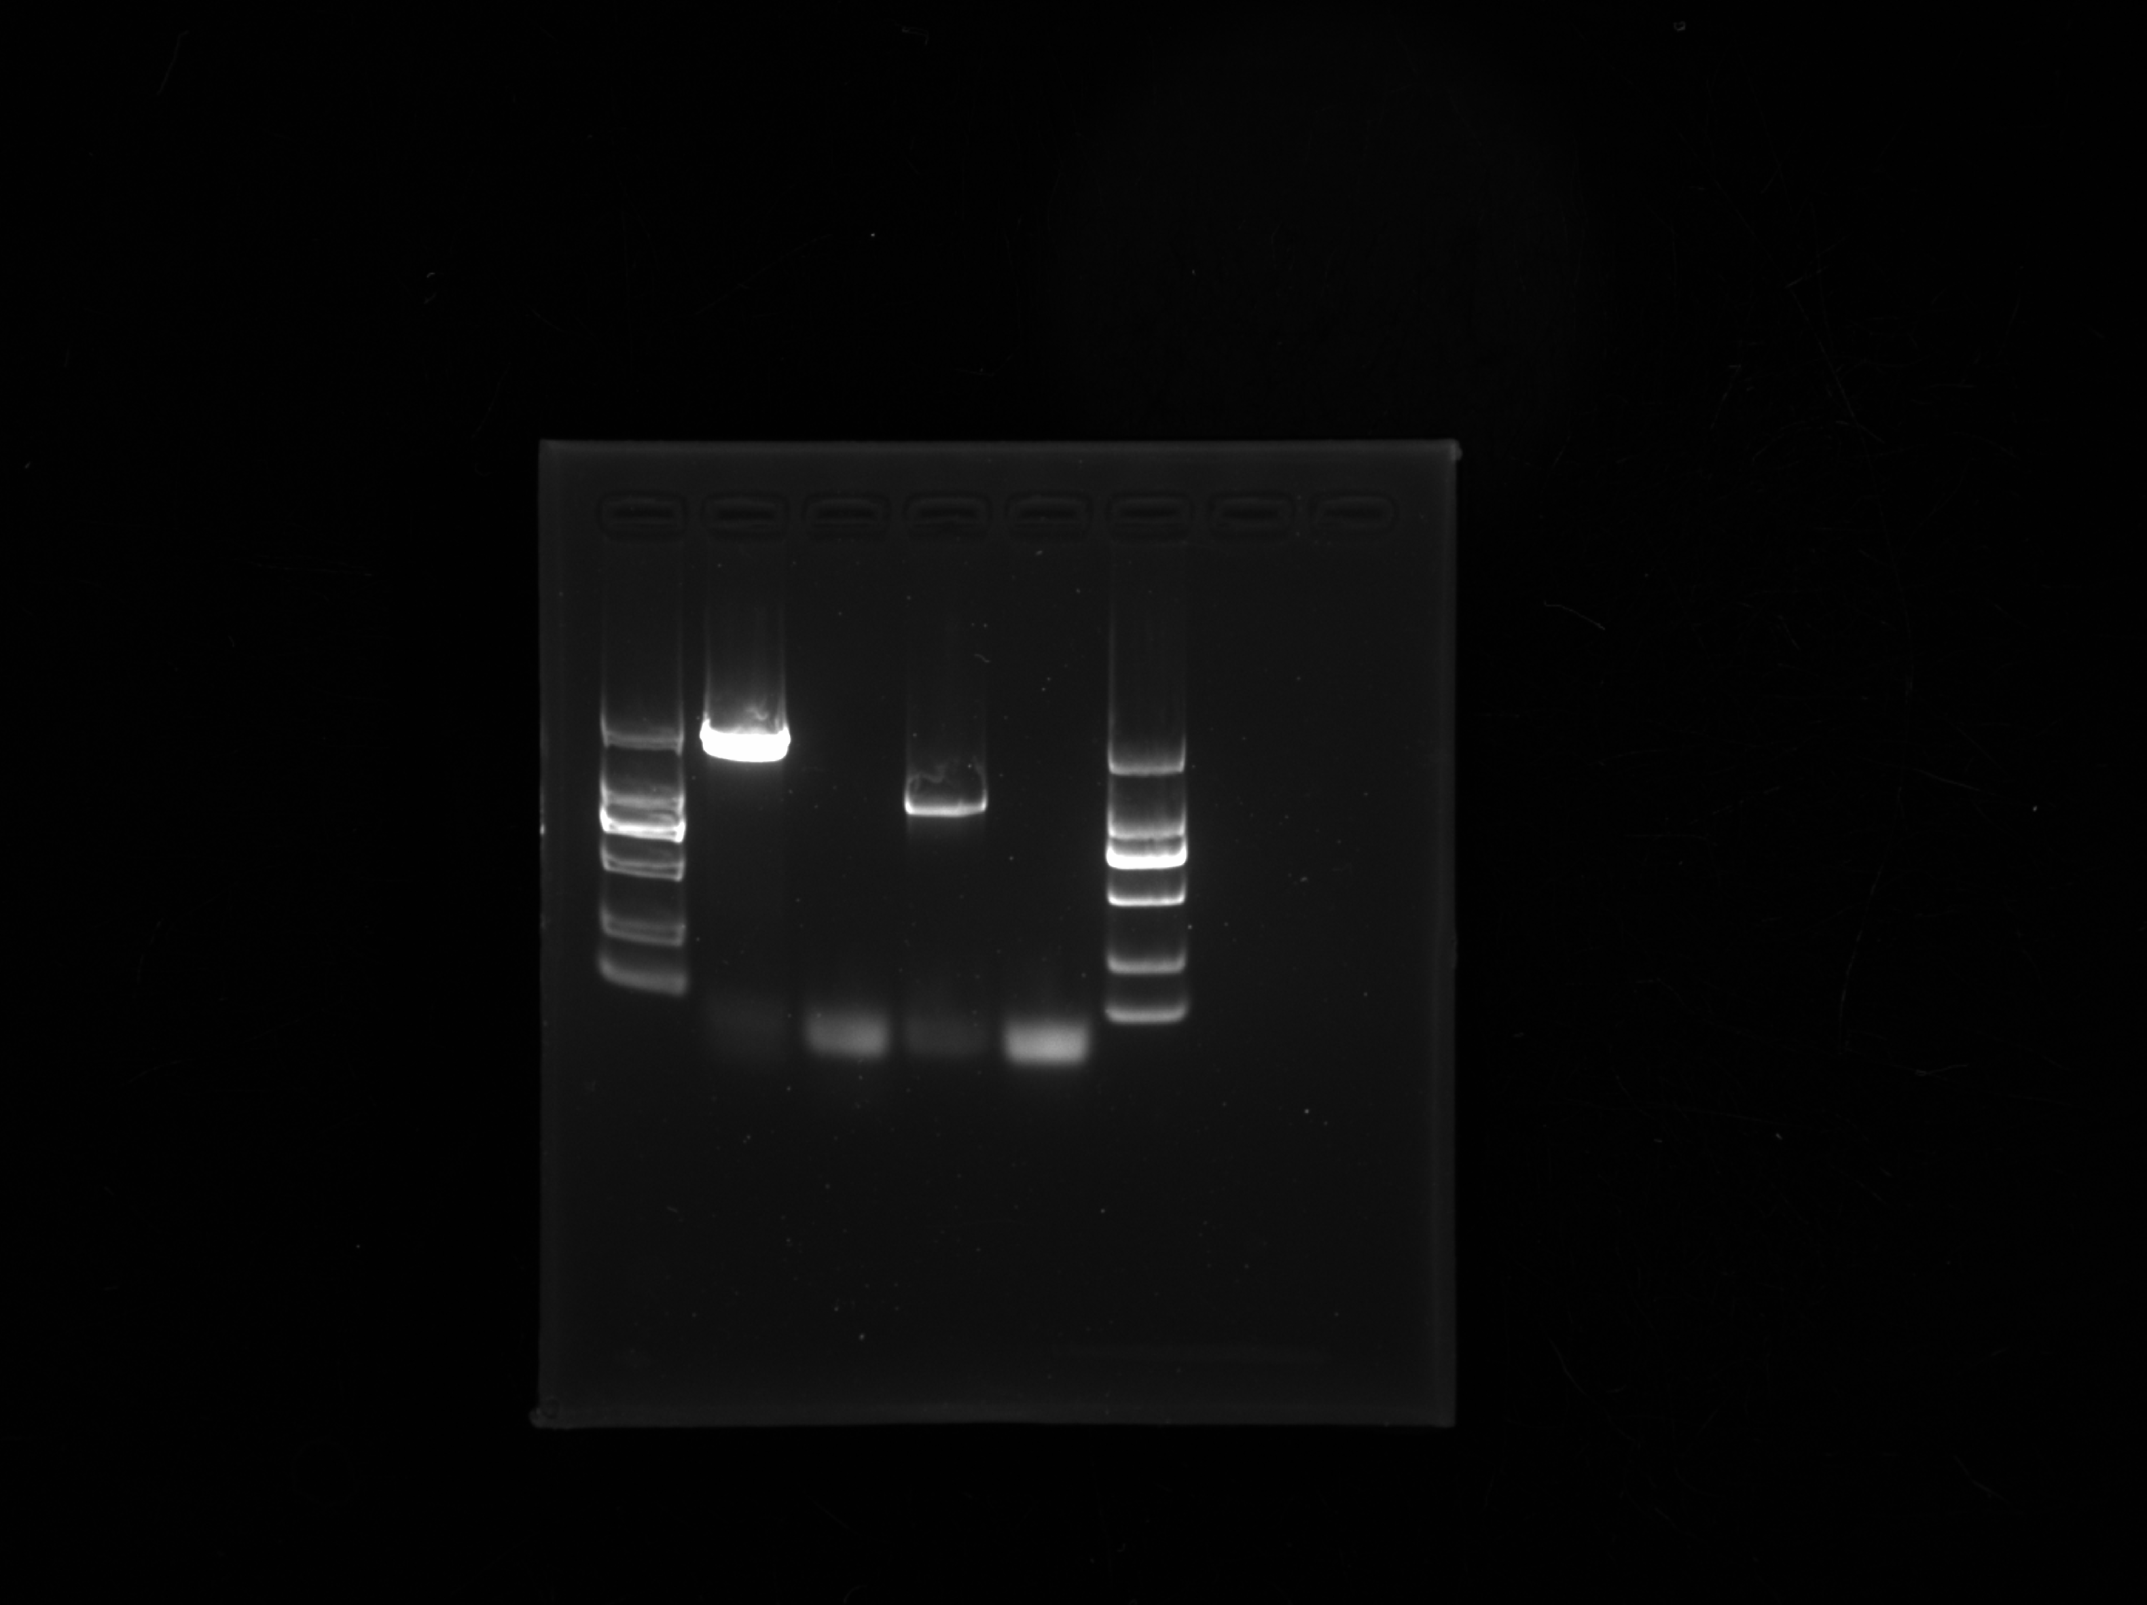

**2000**

**bp**

**1000**

**500**

**100**

**M**

**S**

**Con.**

**S**

**Con.**

**1**

**2**

**3**

**4**

**5**

**Figure legend：**PCR amplified *cox*1 (lane 2) and *nad*1 (lane 4) fragments examined in 1% (w/v) agarose gels stained with ethidium bromide: Lane 1, DL2000 molecular marker; Lane 2 and 4, *Echinococcus multilocularis* metacestodes, Lane 3 and 5, Controls.

**Reference**

1. Jura H, Bader A, Hartmann M, Maschek H, Frosch M. Hepatic tissue culture model for study of host-parasite interactions in alveolar echinococcosis. Infect Immun. 1996;64(9):3484-3490.
2. Li L, Chen B, Yan H, Zhao Y, Lou Z, Li J, et al. Three-dimensional hepatocyte culture system for the study of *Echinococcus multilocularis* larval development. PLoS Negl Trop Dis. 2018;12(3):e0006309.
3. Nakao M, Yokoyama N, Sako Y, Fukunaga M, Ito A. The complete mitochondrial DNA sequence of the cestode *Echinococcus multilocularis* (Cyclophyllidea: Taeniidae). Mitochondrion. 2002;1(6):497-509.

How the deposited data were processed for this re-analysis (not part of the article)

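Liver RNA of infected (CA) and control (Con) female BALB/c mice was measured on a 1-colour Agilent mouse lncRNA array at 8 time points. The authors extracted the signals with Agilent Feature Extraction, normalized them between arrays with the quantile algorithm in GeneSpring and deposited them as log2 values. The deposited table was used without further normalization. It has 64 columns, 40 of a first protocol set that share 1 distribution and 24 of a second set that were mostly shifted or rescaled against it. The raw scans were not used here.
Every pair of columns was compared for equality up to a factor and an added constant, with a tolerance of 0.001 on the log2 scale over at least 99% of the probes. The columns that repeated another one were left out and each array was counted once, under the label of the column closest to the common distribution. This departs from the design set before the data were examined, which entered all 64 columns as arrays. The 22 repeats hold no further measurement and would have been counted as further mice. The fit on all 64 columns was kept as an alternative. The sample labels were taken as deposited for the arrays that were kept, including the 7 arrays that also stand under another label.
The comparison at the same time point was fitted with limma (lmFit and eBayes with a trend) on 42 arrays in 16 groups with a term for the protocol set, with 25 residual degrees of freedom. Of the 42 arrays 2 are of the second set, Con replicate 3 at 2 dpi and at 4 dpi, so that the term takes up most of what they hold and the comparisons at these time points rest mainly on the 2 other Con arrays of each. The comparison with the 3 Con arrays of S3 and S4 Tables was fitted on 27 arrays in 9 groups with 18 residual degrees of freedom. It was added after these arrays had been identified from the values in those tables, so that none of its alternatives was set before the data were examined. The p were adjusted by Benjamini-Hochberg over the 109161 probes within a time point, and probes were called at an adjusted p under 0.05 and a change of at least 2-fold. The paper's threshold was applied with a test of 2 groups with equal variance (Student's t-test), without adjustment and with it. Both tests were tested on simulated data of the same designs with 200 changed probes. The simulated arrays varied independently around 1 mean per probe. No difference between sets of Con arrays or between protocols was simulated. The false calls therefore do not tell how many of the real calls came from such a difference. With the 3 shared Con arrays at 2 dpi, limma recovered 34.3%, 59.7% and 86.4% of probes changed by 1.5, 2 and 3 on the log2 scale, with 7 false calls, and the t-test without adjustment made 1103 false calls. With the Con arrays of the same time point limma recovered 11.9%, 20.9% and 57.6% at 4 dpi, with 4 false calls, and 10.4%, 29.9% and 48.5% at 8 dpi, with 1 false call, where the t-test made 2525 and 2643.
Probes were grouped as catalogue probes (43057 above the filter) and custom probes (66104) by their identifiers, and typed as coding or noncoding by the part of S1 Table used here. Probes of circular RNA and probes typed as both were not counted in either type. Genes were named by a rule set before the data were examined, with the values of S3 and S4 Tables and Fig 2 already seen. It names the genes the paper names, at each time point the 5 coding genes with the largest rise and the 5 with the largest fall among those called with every CA array on 1 side of every Con array, and the called members of each gene list that a passage describes. For this second part of the rule a gene was read from its coding probe with the highest mean over the CA arrays, where the design set before the data were examined names the mean over all arrays and does not restrict the probe to coding ones. In the passages no fold change is printed for a gene or probe with an array of its lower group within the range of the dark corner spot of its arrays, a limit set after the values were seen. List members were read from any probe with their symbol, and those of Nedd4l and Map2k7 are typed as both coding and noncoding. From the second part of the rule the passages print a selection of the time-matched genes. The Ubox5 and Map2k7 values, and those of Ikbkb at 60 dpi and of the probes of S3 and S4 Tables without a symbol, fall outside it and were chosen after the values were seen.
Co-expression was counted as the number of the 2108 pairs with an absolute Pearson correlation of at least 0.9, with 100000 permutations of the arrays. Their p is printed for the CA arrays alone, because the probes were chosen on their difference between CA and the shared Con arrays. The arrays on which the paper's network rests were not found in its text. Whether the replicate number pairs a CA with a Con array was checked on 18 pairs, of which 3 had a correlation over 0.1 after the group means were removed (range -0.152 to 0.234), and the arrays were treated as unpaired. The competitive and Fisher tests of gene lists set before the data were examined were not run, because the part of S1 Table used here names at most 4 genes of any list. Genes and transcripts that the paper names and that have no symbol here were not analysed here, nor were the PCR values. The alternatives are given in the closing section.
R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.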

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

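The tests of the 12 Con arrays, of infection alone, of the probes of S3 and S4 Tables split by direction, and of the direction of their pairs against 3 other Con arrays were chosen after the results had been seen, as was the comparison with the shared Con arrays, while the other splits of the arrays and the first test of the 99 probes were set before their results.
The Con arrays of each time point that are not among the 3 shared Con arrays differed from these 3 in many probes by limma, 42142 at 2 dpi, 43979 at 4 dpi, 42984 at 8 dpi, 41663 at 15 dpi, 6769 at 30 dpi, 28766 at 60 dpi, 2426 at 90 dpi and 99 at 150 dpi, although all are arrays of control mice. They were flagged because S3 and S4 Tables, which cover 99 selected probes, hold no values of theirs. The methods of the paper set CA against Con at each time point, and it states that both were tested with 4 replicates. Whether the paper used these arrays elsewhere cannot be told from the 2 tables. At 60 dpi the value rests on 1 array, which is assumed to vary like the other groups.
The 12 Con arrays that stood apart account for all of these arrays at 2, 4, 8, 15 and 60 dpi and for 1 of the 2 at 30, 90 and 150 dpi. Infection would set every Con array apart, and 6 Con arrays lay on the side of the CA arrays, which argues against it if their labels are right. This count follows from the pattern itself and is no further test of it. Age of the mice or time of collection is argued against by 6 time points that hold Con arrays of both kinds, if their time labels are right. At 30, 60 and 90 dpi these arrays have 1 time label each. At 2, 4 and 150 dpi some of them also stand under another time point. A labelling, hybridisation or scanning batch is a candidate explanation, since the order of 2 spike-in probes puts only 1 of the 42 arrays out of place. The 12 arrays were set apart by their bright corner spot (15.86 at most, and 16.65 at least on the other 30). The gap in that spot is therefore fixed by the choice and is no test. Because these spots had been looked at before the test, the batch remains a hypothesis, and differences between the livers that go along with such a batch stay open. Every comparison with the Con arrays of the same time point carries this difference, at 30, 60, 90 and 150 dpi in 1 of the 2 Con arrays.
The 99 probes of S3 and S4 Tables lay on 1 side of the 3 shared Con arrays at all 8 time points. Against 3 other Con arrays on the side of the CA arrays, 15.0% of the pairs of probe and time point changed 2-fold in the direction of the tables, and 11.2% for the 89 probes that were lower in CA. This argues against infection as the whole of the change in the tables. Part of the fall is built in, since the paper chose the probes for their distance from the shared Con arrays. The bound of over 75% for infection alone made no allowance for that choice. Levels of the shared Con arrays alone stay open, although 15.0% meets the bound of 50% set for them before the result, because 75.5% of the pairs, and 73.5% for the 89 probes, lay in the direction of the tables (median log2 fold change 0.36 and 0.31 in that direction, from 41 of 98 probes and a median of -0.06 at 2 dpi to 92 of 98 and 0.86 at 60 dpi), and limma called 11 pairs in it and 0 against it (47 and 3 at the paper's threshold), while the paper chose the probes on the same CA arrays, so that this direction is not independent of the choice. For the 10 probes that were higher, 48.8% of the pairs changed 2-fold in the direction of the tables. Of their 80 pairs 75, or 93.8%, lay in that direction, with a median log2 fold change of 0.99, again a direction on which the probes were chosen. For them the 2 explanations cannot be told apart because 48.8% lies between bounds of 25% and 75%, which were set after 48.8% and 11.2% had been seen, whereas it would have met the bound of 50%. The 3 other Con arrays come from 30, 90 and 150 dpi and the shared ones from 2, 4 and 60 dpi, so that age or time of collection stays open, as untested, and so does the extraction protocol, since 2 of the 3 shared Con arrays are deposited under the second protocol set and the 3 others under the first, and a term for the set leaves mainly 1 of the shared arrays, with a median log2 fold change in the tables' direction of 2.04 (median standard error 0.60) against 1.99 (0.42) without it, so that the drop from 508 to 65 pairs called by limma came with the larger standard error and gives no support to the protocol.
The difference between CA and Con changed from 15 to 30 dpi in 17 probes by the limma test of the difference, 8 higher and 9 lower at 30 dpi, with 9893 at an unadjusted p, and without CA replicate 1, 2 or 3 limma called 0, without Con replicate 1 2175 and without Con replicate 2 18868.
Splits of the same 6 arrays into 3 and 3 number 10, which is too few for a share under 0.05. For the shared Con arrays the real split gave 34, 656, 139, 672, 123, 5530, 1106 and 5375 probes from 2 to 150 dpi, and the highest of the other splits 0, 0, 0, 0, 0, 1, 2 and 0 by limma, so that 1 split of 10, the real one, was as large. For the Con arrays of the same time point the real split gave 36935 at 2 dpi and 42101 at 4 dpi and the highest other 0 and 1, again 1 split of 10, and without the term for the protocol set limma called 0 and 6 in the real split (5825 and 9753 at the paper's threshold). For 30 against 15 dpi in the CA arrays alone the real split gave 10 and the highest other 4090, and 3 of the 10 splits were as large, which points to a structure of these samples.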

How the results depend on the processing

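The settings with the shared, 3 other or 6 Con arrays as control, and all 18 as 1 group for the counts of each time point and the named genes, those without the 12 arrays or the arrays under 2 labels, on all 64 columns, the percentages with the probe family, limma or no filter, and the added co-expression sets were chosen after the data had been seen, and the cause of the changes was not tested. Fits to protocol set 2 alone were not run, because 22 of its 24 columns repeat another array, nor were the replicate block for the shared Con arrays, the list tests and the mean of a gene's probes, and a setting that left no array or no changed probe in a group has no value. Where an arm was left with 1 array, that array is assumed to vary like the other groups. For the counts of each time point and the named genes, a CA or Con replicate was left out at all its time points in the same fit. Those ranges thus do not show the effect of single arrays, except where 1 shared Con array was left out. Counts of 0 below are limma's unless the paper's test is named, and the unadjusted counts by limma were 44410, 48264, 47355, 45323, 15527, 19523, 16559 and 27225 from 2 to 150 dpi with the Con arrays of the same time point and 4970, 7912, 5312, 6853, 3130, 11953, 7712 and 14103 with the shared ones.
With the Con arrays of the same time point, counts moved by more than 1.5 times as follows. No term for the protocol set gave 0, 6, 327, 6 and 655 probes at 2, 4, 60, 90 and 150 dpi, 204 coding probes over the 8 time points, 407 noncoding probes over the 8 time points and 19 pairs of the S3 and S4 probes in their direction. Replicate block gave 0, 0, 65, 6, 61, 0 and 0 probes at 2, 4, 8, 15, 60, 90 and 150 dpi, 1 coding probe over the 8 time points, 2 noncoding probes over the 8 time points and 4 pairs of the S3 and S4 probes in their direction. Each time point fitted alone gave 0, 0, 0, 0 and 0 probes at 2, 4, 60, 90 and 150 dpi, 290 coding probes over the 8 time points, 520 noncoding probes over the 8 time points and 20 pairs of the S3 and S4 probes in their direction. The test and threshold of the paper's methods gave 5825, 9753, 6168, 4055 and 4687 probes at 2, 4, 30, 60 and 90 dpi and 387 coding probes over the 8 time points. That test after adjustment gave 0, 13, 18798, 3, 1, 0 and 0 probes at 2, 4, 15, 30, 60, 90 and 150 dpi, 200 coding probes over the 8 time points, 320 noncoding probes over the 8 time points and 11 pairs of the S3 and S4 probes in their direction. All 64 columns as deposited gave 20656, 9788, 6155 and 44993 probes at 2, 60, 90 and 150 dpi and 96 pairs of the S3 and S4 probes in their direction. Shared control of 3 Con arrays gave 34, 656, 139, 672, 123, 5530 and 1106 probes at 2, 4, 8, 15, 30, 60 and 90 dpi, 51 coding probe over the 8 time points, 87 noncoding probes over the 8 time points, 9 probes at all 8 time points and 508 pairs of the S3 and S4 probes in their direction. Without the 12 Con arrays set apart gave 9, 31, 1066, 98, 700 and 23 probes at 2, 4, 30, 60, 90 and 150 dpi. Without the arrays deposited under 2 labels gave 3 and 152 probes at 2 and 90 dpi. No filter gave 48 and 523 probes at 30 and 60 dpi. Protocol set 1 only gave 178 probes at 90 dpi. A mean above the lowest 50% gave 975 probes at 90 dpi and 663 noncoding probes over the 8 time points. All 18 Con arrays as 1 group gave 2790 probes at all 8 time points and 77 pairs of the S3 and S4 probes in their direction, the Con group of 2 dpi as shared control gave 7334 probes at all 8 time points and 168 pairs of the S3 and S4 probes in their direction, the Con group of 4 dpi as shared control gave 9092 probes at all 8 time points and 192 pairs of the S3 and S4 probes in their direction, the Con group of 8 dpi as shared control gave 29243 probes at all 8 time points and 127 pairs of the S3 and S4 probes in their direction, the Con group of 15 dpi as shared control gave 26173 probes at all 8 time points, the Con group of 30 dpi as shared control gave 5412 probes at all 8 time points and 28 pairs of the S3 and S4 probes in their direction, the Con group of 60 dpi as shared control gave 2 probes at all 8 time points and 74 pairs of the S3 and S4 probes in their direction, the Con group of 90 dpi as shared control gave 1853 probes at all 8 time points, the Con group of 150 dpi as shared control gave 5 probes at all 8 time points and 21 pairs of the S3 and S4 probes in their direction.
With the shared Con arrays, counts moved by more than 1.5 times as follows. A term for the protocol set gave 13, 20, 13, 21, 23, 163, 30 and 27 probes at the 8 time points in order, 0 coding probes over the 8 time points, 0 noncoding probes over the 8 time points and 65 pairs of the S3 and S4 probes in their direction. Each time point fitted alone gave 246, 5097, 346, 72, 0, 3400 and 2761 probes at 2, 4, 8, 15, 30, 60 and 90 dpi and 0 probes at all 8 time points. The test and threshold of the paper's methods gave 3546, 7114, 3693, 4725, 2164, 8321, 6327 and 10858 probes at the 8 time points in order, 130 coding probes over the 8 time points, 307 noncoding probes over the 8 time points, 130 probes at all 8 time points and 779 pairs of the S3 and S4 probes in their direction. That test after adjustment gave 17, 219, 5, 4, 0, 61, 58 and 785 probes at the 8 time points in order, 1 coding probe over the 8 time points, 6 noncoding probes over the 8 time points, 0 probes at all 8 time points and 34 pairs of the S3 and S4 probes in their direction. No filter gave 121 probes at 2 dpi and 23 probes at all 8 time points. A mean above the lowest 50% gave 7 probes at 2 dpi and 3 probes at all 8 time points. 6 Con arrays as shared control gave 11, 97, 7, 23, 1 and 220 probes at 2, 4, 8, 15, 30 and 90 dpi, 0 probes at all 8 time points and 111 pairs of the S3 and S4 probes in their direction. 3 other Con arrays as shared control gave 6, 0, 12, 0, 2, 1048, 6 and 261 probes at the 8 time points in order, 5 coding probes over the 8 time points, 3 noncoding probes over the 8 time points, 0 probes at all 8 time points and 11 pairs of the S3 and S4 probes in their direction. All 18 Con arrays as 1 group gave 12896, 22842, 23769, 24158, 7366, 25710, 16352 and 32422 probes at the 8 time points in order, 662 coding probes over the 8 time points, 986 noncoding probes over the 8 time points, 2790 probes at all 8 time points and 77 pairs of the S3 and S4 probes in their direction.
Leaving out each replicate in turn gave, with the lowest and the highest setting named, 19896 to 41281 at 2 dpi (without CA replicate 3, without Con replicate 1), 27080 to 45353 at 4 dpi (without CA replicate 3, without Con replicate 1), 18886 to 41824 at 8 dpi (without CA replicate 3, without Con replicate 1), 14865 to 43554 at 15 dpi (without CA replicate 2, without Con replicate 2), 0 to 30651 at 30 dpi (without CA replicate 2, without Con replicate 1), 16 to 41438 at 60 dpi (without CA replicate 3, without Con replicate 2), 0 to 34122 at 90 dpi (without CA replicate 3, without Con replicate 1), 28 to 51538 at 150 dpi (without Con replicate 1, without Con replicate 2), 291 to 876 for coding probes over the 8 time points (without CA replicate 3, without Con replicate 2), 499 to 1756 for noncoding probes over the 8 time points (without CA replicate 3, without Con replicate 2), 0 to 6 for probes at all 8 time points (without CA replicate 1, without Con replicate 2) and 21 to 78 for pairs of the S3 and S4 probes in their direction (without CA replicate 3, without Con replicate 1). With the shared Con arrays leaving out each replicate gave 0 to 792 at 2 dpi (without CA replicate 3, without CA replicate 1), 17 to 937 at 4 dpi (without Con 4 dpi replicate 3, without CA replicate 1), 4 to 157 at 8 dpi (without CA replicate 3, without CA replicate 1), 42 to 1231 at 15 dpi (without CA replicate 3, without CA replicate 2), 0 to 158 at 30 dpi (without CA replicate 3, without CA replicate 2), 311 to 10469 at 60 dpi (without CA replicate 3, without CA replicate 2), 70 to 3363 at 90 dpi (without CA replicate 3, without CA replicate 2), 590 to 6972 at 150 dpi (without CA replicate 3, without CA replicate 2), 6 to 76 for coding probes over the 8 time points (without CA replicate 3, without CA replicate 2), 4 to 129 for noncoding probes over the 8 time points (without CA replicate 3, without CA replicate 2), 0 to 11 for probes at all 8 time points (without CA replicate 3, without CA replicate 2) and 173 to 452 for pairs of the S3 and S4 probes in their direction (without CA replicate 3, without CA replicate 2).
Co-expressed pairs numbered 1 with protocol set 1 only, 18 with deviations from the group means, 19 with 24 CA and 3 shared Con arrays, 14 with 30 arrays not set apart, 515 with means of the 9 groups, 918 with CA arrays of 2 dpi with the 3 shared Con arrays, 1365 with CA arrays of 4 dpi with the 3 shared Con arrays, 1342 with CA arrays of 8 dpi with the 3 shared Con arrays, 1319 with CA arrays of 15 dpi with the 3 shared Con arrays, 1248 with CA arrays of 30 dpi with the 3 shared Con arrays, 1398 with CA arrays of 60 dpi with the 3 shared Con arrays, 1404 with CA arrays of 90 dpi with the 3 shared Con arrays and 1355 with CA arrays of 150 dpi with the 3 shared Con arrays. The difference between 30 and 15 dpi numbered 6 with no term for the protocol set, 248 with no filter, 9893 with unadjusted p and 10 with CA arrays alone, 30 dpi minus 15 dpi, and leaving out each replicate gave 0 to 18868, and 0 to 774 in the CA arrays alone.
Of the S3 Table probes, 28 changed at all 8 time points with the test of the paper's methods, 2 with no filter, 2 with the Con group of 2 dpi as shared control, 3 with the Con group of 4 dpi as shared control and 2 with the Con group of 8 dpi as shared control, 0 with the 24 other settings that moved the count, and 0 to 1 when each replicate was left out. Of the S4 Table probes, 65 changed at all 8 time points with the test of the paper's methods, 13 with no filter, 3 with a mean above the lowest 50%, 1 with all 18 Con arrays as 1 group, 3 with the Con group of 2 dpi as shared control, 3 with the Con group of 4 dpi as shared control, 4 with the Con group of 8 dpi as shared control and 2 with the Con group of 15 dpi as shared control, 0 with the 22 other settings that moved the count, and 0 to 9 when each replicate was left out.
The percentage lower moved out of its 95% binomial interval in these cases, with 6 Con arrays as shared control 100.0%, 100.0% and 100.0% of the changed coding probes at 2, 8 and 15 dpi and 33.3% of the changed noncoding probes at 8 dpi, with limma 100.0% and 100.0% of the changed coding probes at 4 and 15 dpi and 100.0%, 100.0% and 0.0% of the changed noncoding probes at 4, 8 and 30 dpi, with probe family in place of type 58.5% of the changed coding probes at 8 dpi and 55.1% of the changed noncoding probes at 4 dpi, with 3 other Con arrays as shared control 100.0% and 100.0% of the changed coding probes at 8 and 90 dpi and 42.9%, 61.5%, 44.4%, 50.0% and 41.4% of the changed noncoding probes at 2, 4, 8, 90 and 150 dpi, with Con arrays of the same time point 44.4% of the changed coding probes at 60 dpi and 23.2%, 33.3%, 35.0%, 34.6%, 31.2%, 64.3%, 36.4% and 36.8% of the changed noncoding probes at the 8 time points in order, with limma, Con arrays of the same time point 30.5%, 36.8%, 36.2%, 37.6%, 60.0% and 26.9% of the changed noncoding probes at 2, 4, 8, 15, 60 and 150 dpi.
Of the named genes, the log2 fold change of these reversed its sign, with all 18 Con arrays as 1 group 0.07 for Rnf111 at 4 dpi, 0.22 for Rnf111 at 15 dpi, -0.42 for Ccdc167 at 90 dpi, 0.19 for Rnf111 at 90 dpi and 0.20 for Ikbkb at 30 dpi, with shared control of 3 Con arrays -0.41 for Klhl32 at 8 dpi, 0.19 for Ppp2r5c at 8 dpi, -0.68 for Klhl32 at 15 dpi, -0.71 for Mkln1 at 15 dpi, -0.97 for Tead4 at 15 dpi, 0.14 for Pja1 at 15 dpi, -0.95 for Ikbkb at 15 dpi and -0.74 for Ikbkb at 30 dpi, without Con replicate 2 -0.17 for Ikbkb at 30 dpi, without the 12 Con arrays set apart -0.17 for Ikbkb at 30 dpi, and that of Ikbkb at 30 dpi ranged from -0.17 to 1.32 when each replicate was left out. Ppp2r5c read 1.86 ± 0.78 (SD, n = 3) in CA at 8 dpi, at the level of the dark corner spot of the CA arrays (1.42 to 1.89), so that its sign cannot be read. Of the gene results, calls ended or signs reversed against the shared Con arrays in 25 of 27 with a term for the protocol set, in 25 of 27 with the paper's test adjusted, in 25 of 27 with 3 other Con arrays as shared control, in 22 of 27 without CA replicate 3, in 21 of 27 without Con 60 dpi replicate 2, in 18 of 27 without Con 4 dpi replicate 3, in 17 of 27 without Con 2 dpi replicate 3, in 17 of 27 with all 18 Con arrays as 1 group, in 14 of 27 without CA replicate 1, in 10 of 27 with each time point fitted alone, in 10 of 27 without CA replicate 2, in 9 of 27 with 6 Con arrays as shared control, in 6 of 27 with no filter, in 4 of 27 with the paper's test unadjusted, in 1 of 27 with centred on the 75th percentile, in 0 of 22 with a mean above the lowest 50%, in 0 of 27 with quantile normalized again, in 0 of 27 with no fold threshold, and against the Con arrays of the same time point in 53 of 55 with replicate block, in 48 of 55 with shared control of 3 Con arrays, in 39 of 55 with the paper's test adjusted, in 35 of 55 with no term for the protocol set, in 34 of 34 without the 12 Con arrays set apart, in 33 of 55 with each time point fitted alone, in 25 of 55 with the paper's test unadjusted, in 24 of 55 without CA replicate 3, in 19 of 55 without CA replicate 1, in 15 of 55 without CA replicate 2, in 15 of 55 without Con replicate 1, in 14 of 45 without the arrays deposited under 2 labels, in 8 of 55 with no filter, in 7 of 55 with protocol set 1 only, in 3 of 55 without Con replicate 2, in 3 of 55 with all 64 columns as deposited, in 2 of 20 without Con replicate 3, in 0 of 47 with a mean above the lowest 50%, in 0 of 55 with quantile normalized again, in 0 of 55 with centred on the 75th percentile, in 0 of 55 with no fold threshold.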

Differences from the paper's values

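The comparison with the shared Con arrays, the 3 other and the 6 Con arrays as control, the probe families, and the co-expression over 9 means or 6 arrays were chosen after the values had been seen, the last 2 because the earlier counts lay far below the paper's.
The paper reports 31 mRNAs and 68 lncRNAs that changed at all 8 time points. Here limma called 1 of the mRNA probes and 7 of the lncRNA probes at all 8 against the shared Con arrays, at an adjusted p where the paper's threshold is unadjusted. The test and thresholds of the paper's methods gave 28 and 65 against these arrays, a setting chosen after seeing the values, which drops 3 mRNA and 3 lncRNA probes of the tables. None of the alternatives set before the data were examined, all with a control other than the 3 shared Con arrays alone, came within 1.5 times the paper's values, and they gave 0 to 3 mRNA and 0 to 4 lncRNA probes.
The paper reports that 24.9% of the changed mRNAs were lower at 30 dpi, and here 50.0% of 12 typed coding probes were, at the paper's threshold against the shared Con arrays. The catalogue family gave 28.3%, chosen after seeing the values. The same threshold without a filter gave 50.0%, and with the Con arrays of the same time point, set before the data were examined, 69.7%. With the 3 other Con arrays 3 of 4 changed coding probes were lower, and with the 6 Con arrays 37.5%.
At 8 dpi the paper gives 57.4% lower among the changed mRNAs, and here 92.3% of 13 typed coding probes were lower. The catalogue family gave 58.5%, chosen after seeing the values, and of the settings set before the data were examined the Con arrays of the same time point gave 71.5% and limma with them 70.1%, all within 1.5 times the paper's value. Without a filter it was 92.3%, and with the 3 other or the 6 Con arrays 100.0%.
In the paper's network the leading lncRNA is co-expressed with 25 of the 31 mRNAs and the 5 leading ones with 26, and here, over 42 arrays, the values were 1 and 2. The alternatives set before the data were examined gave 1 to 3 and 1 to 5. The means of 9 groups gave 23 and 26, and the 6 arrays of 1 time point with the shared Con arrays gave 24 to 30 and 28 to 31, both chosen after seeing the values.
The paper states that the IKKβ mRNA was higher in CA at 30 dpi, on the array and by PCR, and that its protein was raised then. The Ikbkb probe with a symbol here had a log2 fold change of -0.74 against the shared Con arrays and of 0.57 against the Con arrays of 30 dpi, and neither passed the test. Of the 2 Con arrays of 30 dpi, 1 is among the 12 that stood apart, and without those 12 the second fold change was negative. Other probes of the gene may lie in the part of S1 Table not used here. The PCR and protein values were not analysed here, so that these fold changes do not decide the paper's statement.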

Other observations

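The comparison with the shared Con arrays and the choice of these 3 genes were made after the results had been seen, while the comparison at the same time point and the marker lists were set before the data were examined. Colec10, a marker of hepatic stellate cells, fell by 2.55 on the log2 scale and Stab2, a marker of the sinusoidal endothelium, by 2.71 at 8 dpi against the Con arrays of the same time point, while Prf1, a marker of cytotoxic cells, rose by 1.80. None of the 3 was called by limma at any time point against the shared Con arrays, and both Con arrays of 8 dpi are among the 12 that stood apart.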
